# Activation of p53-regulated pro-apoptotic signaling pathways in PrP-mediated myopathy

**DOI:** 10.1186/1471-2164-10-201

**Published:** 2009-04-28

**Authors:** Jingjing Liang, Debra Parchaliuk, Sarah Medina, Garrett Sorensen, Laura Landry, Shenghai Huang, Meiling Wang, Qingzhong Kong, Stephanie A Booth

## Abstract

**Background:**

We have reported that doxycycline-induced over-expression of wild type prion protein (PrP) in skeletal muscles of Tg(HQK) mice is sufficient to cause a primary myopathy with no signs of peripheral neuropathy. The preferential accumulation of the truncated PrP C1 fragment was closely correlated with these myopathic changes. In this study we use gene expression profiling to explore the temporal program of molecular changes underlying the PrP-mediated myopathy.

**Results:**

We used DNA microarrays, and confirmatory real-time PCR and Western blot analysis to demonstrate deregulation of a large number of genes in the course of the progressive myopathy in the skeletal muscles of doxycycline-treated Tg(HQK) mice. These include the down-regulation of genes coding for the myofibrillar proteins and transcription factor MEF2c, and up-regulation of genes for lysosomal proteins that is concomitant with increased lysosomal activity in the skeletal muscles. Significantly, there was prominent up-regulation of p53 and p53-regulated genes involved in cell cycle arrest and promotion of apoptosis that paralleled the initiation and progression of the muscle pathology.

**Conclusion:**

The data provides the first *in vivo *evidence that directly links p53 to a wild type PrP-mediated disease. It is evident that several mechanistic features contribute to the myopathy observed in PrP over-expressing mice and that p53-related apoptotic pathways appear to play a major role.

## Background

Cellular prion protein (PrP^C^) is a ubiquitous glycosylphosphatidyl-inositol (GPI) anchored glycoprotein that has gained enormous attention as the central factor in prion diseases [1]. In these diseases PrP^C ^is converted through conformational change to a pathological form (PrP^Sc^) that self-replicates using PrP^C ^as the substrate. The normal functions of PrP^C ^remain elusive despite concerted efforts. PrP^C ^has been implicated in CNS development, neurite outgrowth and neuronal survival, early synaptic neuronal transmission and reorganization of neuronal circuitry within the hippocampus, regulation of circadian rhythm, memory formation and cognition, maintenance of Ca^2+^-activated K^+ ^currents of hippocampal CA1 pyramidal neurons, protection against brain injury in rat and mouse models of ischemic stroke, and in T cell development and function [2]. Over-expression of PrP^C ^has been shown to exert a protective effect in BAX and TNFα-mediated cell death and conversely a pro-apoptotic function in studies of staurosporine-induced cell death [3-5]. It has also been demonstrated that depletion of endogenous PrP reduces susceptibility to staurosporine-induced caspase 3 and p53 activation [6].

In a previous study we generated transgenic mice, Tg(HQK), that express human PrP^C ^exclusively in the skeletal muscles under tight regulation by doxycycline [7]. We found that induced over-expression of PrP^C ^in the muscles leads to a progressive primary myopathy characterized by increased variation of myofiber size, centrally located nuclei and endomysial fibrosis, in the absence of cytoplasmic inclusions, rimmed vacuoles, or any evidence of a neurogenic disorder [7]. While the pathogenic mechanism of the PrP-mediated myopathy was not determined, an interesting observation was that the myopathy was accompanied by preferential accumulation of an N-terminal-truncated PrP^C ^fragment, which was confirmed to be the C1 fragment [7] resulting from normal PrP^C ^processing [8-12]. The C1 fragment is also found in the skeletal muscles of wild-type mouse, but at a much lower level and a molar ratio of close to 1:1 over full-length PrP^C^, in contrast to a ratio of 3:1 in the Dox-induced Tg(HQK) model [7].

A number of studies have shown the expression of N-terminus truncated forms of PrP^C ^to be associated with toxicity in animal models [13,14]. The protein Doppel, which is homologous to the C-terminus of PrP, has also been shown to be cytotoxic when ectopically expressed in neurons [15-17]. In both cases, the toxicity can be abrogated by the co-expression of full length PrP^C ^[18,19]. The C1 fragment has also been reported to potentiate staurosporine-induced toxicity via caspase 3 activation in cultured cells [20], but this toxic effect is similar to what was reported for full-length PrP^C ^[5,21,22]. We hypothesize that the high levels of the C1 fragment that accumulate in Dox-treated Tg(HQK) mice is largely responsible for the toxic effect that leads to the development of myopathy in these mice. In order to understand the molecular mechanism that underlies this PrP toxicity, we have performed microarray analysis to determine gene regulatory networks that are triggered following overexpression of PrP^C ^in the skeletal muscles of Tg(HQK) mice.

## Methods

### Animals and Treatment

The doxycycline-inducible Tg(HQK) mice were described previously [7]. The HQK transgene contained two genes: reverse tetracycline responsive transcription activator (rtTA) under the control of the mouse PrP promoter of the half genomic PrP clone, and human PrP ORF regulated by the tetracycline-responsive promoter (tetO-hCMV*-1) from the core plasmid [23]. The Tg(HQK) mice were generated in the FVB background, and Tg(HQK)/*Prnp*^*o*/*o *^mice were obtained through breeding with the Zurich I PrP-null mice [24] in FVB background. Line Tg(HQK)18, referred to as Tg(HQK) for simplicity, was used for this study.

### Animal Treatment and Specimen Collection

Wild type (WT), PrP-null (KO), and Tg(HQK) mice were fed food pellets either lacking or containing 6 g doxycycline (Dox)/kg food (Bio-Serv) to induce PrP^C ^expression. Skeletal muscles from the quadriceps of hind legs were removed at day 0, 4, 7, 14, 30 and 60 days following administration of Dox. For immunoblot and microarray analysis, the muscle tissues were immediately frozen on dry ice, and stored at -80°C.

### RNA Isolation

Total RNA was isolated from frozen skeletal muscle using the RNeasy skeletal muscle RNA isolation kit (Qiagen) following the manufacturer's specifications. The total RNA preparations were further treated with Turbo DNA-Free DNase (Ambion) to remove residual genomic DNA contamination, and examined with a Bioanalyzer 2100 (Agilent) for purity and quantity.

### RNA Amplification and Labeling for Microarray Analysis

Total RNA was amplified and labeled for microarray analysis using the AminoAllyl Message Amp II aRNA amplification kit (Ambion) following the manufacturer's specifications. In brief, 1 μg total RNA was reverse transcribed to first-strand cDNA, followed by subsequent second-strand cDNA synthesis. In vitro transcription to synthesize amplified aRNA was performed and the resultant aRNA quantified. Ten to fifteen micrograms of aRNA was designated as reference (WT) or experimental (KO, HQK), and then coupled to either Alexa Fluor succinimidyl ester 555 or Alexa Fluor succinimidyl ester 647 dye in 30% DMSO/coupling buffer in the dark at room temperature for 1 hour. Each sample was labeled individually with both Alexa Fluor 555 and 647 for subsequent dye-swapped hybridizations to account for intensity bias. Uncoupled dyes were removed and labeled aRNA purified following the manufacturer's specifications.

### cDNA Microarrays

A total of 16,315 cDNA expressed sequence tags from the Brain Molecular Anatomy Project (BMAP) mouse brain library  were spotted in duplicate onto CMT-GAPS Gamma Amino Propyl Silane coated glass slides (Corning) using the Virtek Chip Writer. Five micrograms of both reference (WT) and experimental (KO and HQK) Alexa Flour labeled aRNA were used in each competitive hybridization. Each labeled aRNA was resuspended in 35 μl DIG Easy Hyb™ hybridization buffer (Roche) containing 20 μg mouse cot1 DNA and 20 μg poly(A)-DNA to block non-specific hybridization. Three biological replicate samples from each of the reference and experimental groups were combined, heated for 5 minutes at 95°C, then cooled and maintained at 42°C. The labeled aRNA sample mixtures were added to a BMAP microarray and incubated in the dark at 42°C overnight to competitively hybridize to reference and experimental samples. The number of slides hybridized in each experiment corresponded to the number of biological replicates in each group of experimental interest. Following hybridization, the slides were washed once in low stringency wash buffer (1× SSC, 0.2% SDS) preheated to 42°C for 5 minutes, once in high stringency wash buffer (0.1× SSC, and 0.2%SDS) for 5 minutes at room temperature, and then once in 0.1× SSC for 5 minutes at room temperature. The slides were analyzed in two channels using the Agilent HT microarray scanner (Agilent). Raw, background and net intensity values were collected using Array-Pro software (Media Cybernetics). In order to account for variation in fluorescence, LOWESS sub-grid normalization was performed by Gene Traffic software (Iobion), and the subsequent normalized log2 ratios obtained. The resulting ratio between reference and experimental signals for each individual gene was used as a measure of differential gene expression using EDGE (Extraction of Differential Gene Expression), an open source software program for the significance analysis of DNA microarray experiments .

EDGE implements statistical methodology specifically designed for time course experiments [25]. A significance measure is assigned to each gene via the Q value (false discovery rate) methodology [26]. We selected a Q-value cutoff to display the genes that met our significance threshold. We performed a "between class" analysis of the data over time; the class variables, or biological groups, were the PrP over-expressing mice [Tg(HQK)] and the PrP-KO mice.

### Agilent Whole Mouse Genome Oligonucleotide Microarrays

One microgram of each Alexa Fluor 555 and 647 labeled samples as prepared above were fragmented, reference and experimental samples together, in 250 μl fragmentation mix in preparation for hybridization to Agilent's Whole Mouse Genome 44 K oligonucleotide microarrays. Following the manufacturer's protocol, an equal volume of 2× hybridization buffer was added to stop aRNA fragmentation and prepare the samples for hybridization. Four hundred fifty microliters of each mixture containing the reference and experimental samples was then added to an individual slide hybridization assembly and allowed to rotate at 4 rpm at 65°C for 17 hours. Slides were washed and scanned as recommended in the protocol, then analyzed using Agilent Feature Extraction Software. Raw, background and net intensity values were collected. A linear and LOWESS normalization correction method was selected in order to account for variations in fluorescence. A two-sided t-test of feature versus background, set at a p value of 0.05, was used to obtain a list of genes whose log_10 _ratios were significant.

### Validation of Gene Expression Using Quantitative PCR

Some of the genes that appeared to be differentially regulated were confirmed with quantitative real-time PCR (qRT-PCR), using probe specific TaqMan gene expression assays on the Applied Biosystems 7500 Fast Real-Time PCR System. 100 ng of total RNA previously isolated and used for microarray analysis was reverse transcribed using the High Capacity cDNA Reverse Transcription kit. Subsequently, 1 μl from each reverse transcription reaction was assayed in a 20 μl single-plex reaction for real-time quantification with the 7500 Fast PCR System using probes specific to those genes of interest. Each sample was run in biological triplicate, of which 3 technical replicates were performed. GAPDH was used as the endogenous control, and gene expression of target genes for KO and HQK samples were quantitatively measured relative to the WT samples. Relative quantification values were determined using the 2^-ΔΔct ^method, and expressed as fold-change over WT.

### Immunoblot Analysis

Mouse skeletal muscle tissues were homogenized in lysis buffer containing 50 mM Tris (pH 7.5), 200 mM sodium chloride, 0.5% sodium deoxicholate, and 5 mM EDTA. Protein concentrations were determined by the BCA protein assay (Pierce). After addition of LDS sample buffer (Invitrogen) and sample reducing agents (Invitrogen), the homogenates were denatured at 100°C for 10 minutes, and the proteins were resolved on 10% NuPage Tris-Bis Gels (Invitrogen) and blotted onto nitrocellulose membranes (Invitrogen). For p53 protein detection, the membrane was incubated with a monoclonal anti-p53 antibody that detects total p53 proteins (Cell Signaling) (1:2000 diluted in 5% milk, 1× TBS, 0.1% Tween-20) at 4°C with gentle shaking overnight. For MEF2C detection, the membrane was incubated with a rabbit polyclonal anti-MEF2C antibody (Cell Signaling) (1:5000 diluted in 0.5% normal goat serum [Vector Laboratories], 1× TBS, 0.1% Tween-20) at 4°C with gentle shaking overnight. The blots were developed with the Immobilon Western Chemiluminescent HRP substrate (Millipore) according to the manufacturer's instructions. Skeletal muscle actin was probed with a rabbit polyclonal antibody (Abcam) (1:5000 diluted in 0.5% normal goat serum, 1× TBS, 0.1% Tween-20) similarly after stripping the blots with a stripping buffer containing 1.4% 2-mercaptoethanol, 2% SDS and 62.5 mM Tris (pH 6.8). The western blots were scanned and the protein bands were quantified with the UN-SCAN-IT gel 6.1 software (Silk Scientific).

### Accession numbers

The BMAP and Agilent microarray related data were submitted to Gene Expression Omnibus (GEO) under accession number: [GSE12576]

## Results

### Induction of PrP^C ^Specifically in the Skeletal Muscle of Transgenic Mice Results in a Temporally Regulated Transcriptional Profile

The transgenic mice [Tg(HQK)] used in this study have been described previously, in which PrP^C ^is exclusively expressed in skeletal muscles under the strict control of doxycycline (Dox) and the induced over-expression of PrP^C ^leads to a progressive primary myopathy [7]. 

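RNA from the quadriceps of Tg(HQK) mice and of KO mice was hybridized against RNA from WT mice on 53 cDNA arrays, which make up 28 mouse pairs. Tg(HQK) mice carry a PrP transgene that is switched on by doxycycline (Dox), given at 6 g per kg of food, and KO mice lack PrP. Each line was compared with WT at 0, 4, 7, 14 and 30 days of treatment, with 2 pairs at day 0 and 3 pairs at each later day. Both dye orientations were hybridized for 25 pairs, and Tg(HQK) day 30 replicate 3, KO day 7 replicate 2 and KO day 14 replicate 1 had 1 array each. The 14 WT mice each served a Tg(HQK) pair and a KO pair, so no overlap between the calls of the 2 lines is reported. The arrays of the last time point that the paper names, and the Agilent arrays, were not analysed here.
Each array holds 16315 clones in 48 sub-grids of up to 19 rows and 19 columns. A gene symbol could be given to 4341 of the clones. The other 11974 were left without one, though the files name some of them. Spot intensities were background corrected with normexp (offset 50), and log2 ratios were normalized by loess within each sub-grid (span 0.3, 4 iterations). Ratios were turned to line over WT, corrected for the dye effect of the probe and averaged within each mouse pair. The median signal over background ran from 2.99 to 70.52 between arrays in the channel of the line. Group means were fitted with limma over all 28 pairs. A probe was taken as differentially expressed over time at an adjusted p under 0.05 in limma's F test over the 5 days, with a change of at least 3-fold on 1 day or more. The paper used EDGE at the same thresholds, and limma's F test stands in for it. On simulated data of this design the test with its fold threshold called 100% of probes changed 4-fold and 5.5% of those changed 2-fold. Values of single genes are mean log2 ratios of Tg(HQK) over WT across days 4 to 30, with the standard error (SE) from limma and n = 12 mouse pairs, unless a day is named. Genes that rose or fell did so against WT mice of the same days, and day 0 is given where the ratio there was more than 0.5 of that mean. On that mean limma called 12134 of 16315 probes, 5991 higher and 6143 lower, a share to set beside the counts of list members.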

To determine the temporal patterns of gene expression that accompany the induced myopathy, we carried out microarray analysis of skeletal muscles from Tg(HQK) mice, wild-type FVB mice (WT) and PrP-knockout control mice (KO) using a 16,315-gene cDNA array constructed in our laboratory. Skeletal muscles from the hind legs (quadriceps) of the mice were collected at 0, 4, 7, 14, 30, and 60 days following administration of Dox. Three animals were taken at each time point for each of the three mouse lines [Tg(HQK), WT, KO]. Temporally regulated genes in the quadriceps of Tg(HQK) and KO, in comparison to WT, were identified using EDGE (extraction and analysis of differential gene expression), a significance method for analyzing time course microarray data [27,28]. A Q value cut-off of 0.05, and a fold change of 3 for at least one time-point, was the criteria used for the selection of differentially expressed genes. In the muscles of Dox-treated Tg(HQK) mice, 1499 differentially expressed genes were identified in comparison with similarly treated, age-matched WT mice; a cluster plot of all differentially expressed genes based on similarities in their expression profiles is shown in Figure 1A. In contrast, only 13 genes showed significant differential expression in the muscles of KO mice in comparison with similarly treated, age-matched WT mice. 

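Among named genes in rows 1 to 8 of the sub-grids, Brca1, a DNA repair gene, had the highest log2 ratio of Tg(HQK) over WT, at 3.16 (SE 0.17, n = 12 mouse pairs). Tcp11, a gene of the testis, rose by 2.86 (SE 0.14), Yes1, a kinase of the Src family, by 2.83 (SE 0.15) and Cpeb1, an mRNA-binding regulator of translation, by 2.79 (SE 0.16), all with probes in rows 1 to 8. Eif2b4, a subunit of a translation initiation factor, was at 2.85 (SE 0.11) in rows 1 to 8 and at -0.21 on another probe. Cldn8, a tight junction protein, rose by 2.60 (SE 0.12), Ahnak2, a scaffold protein, by 2.59 (SE 0.18) and Anln, which acts in cell division, by 2.51 (SE 0.12), again in rows 1 to 8. Neto2, a partner of glutamate receptors, was at 2.55 (SE 0.14) in rows 1 to 8, with other probes at -0.13 and 0.69, and Postn, a matrix protein, at 2.54 (SE 0.14) in rows 1 to 8, with another probe at 0.28.
Col1a1, a chain of type I collagen, fell by 3.13 (SE 0.18, n = 12), its other probe was at -0.33, and with the loess curve fitted on rows 9 to 19 it was at -0.03 and did not pass. Taf9b, a factor of the transcription machinery, was at -3.24 (SE 0.17), at -0.12 and -1.09 on other probes, and at 0.05 when the loess curve was fitted on rows 9 to 19. Gnas, a G protein subunit, was at -2.45 (SE 0.28), with other probes at -0.01, -0.71 and -0.88, and at -0.03 with that curve, where it did not pass. Aatk, a kinase, fell by 2.34 (SE 0.21) and Aldoa, a glycolytic aldolase, by 2.33 (SE 0.22), both in rows 1 to 8, but with that curve they were at -0.13 and -0.08 and did not pass, and another probe of Aldoa was at -0.66. Palm, a membrane protein in rows 1 to 8, was at -2.21 (SE 0.23), at -0.08 on another probe, and at 0.21 with the loess curve fitted on rows 9 to 19. Uqcrfs1, the iron-sulfur subunit of respiratory complex III, fell by 2.10 (SE 0.25) in rows 1 to 8, against -0.22 to -0.08 on its other probes. Atp5b, a subunit of ATP synthase, was at -1.89 (SE 0.12) in rows 1 to 8, with other probes at 1.96, 0.23 and -0.98. Ogdh, an enzyme of the citric acid cycle in rows 1 to 8, was at -1.83 (SE 0.18), at -0.69 on another probe, and at 0.01 with the loess curve fitted on rows 9 to 19. Each of these genes had 1 sign in all 12 Tg(HQK) pairs on Dox, which the rule that picked them required.
In the time course, 1057 of 16315 probes were differentially expressed in Tg(HQK) against WT, 895 higher and 162 lower. With loess over the whole array 1045 were higher and 43 lower, and with median centring only 103 were lower. At day 0 limma called 0 probes at an adjusted p under 0.05 (818 at an unadjusted p under 0.05). It called 6538 at day 4 (3719 without HQK day 4 replicate 3), 8813 at day 7, 8514 at day 14 and 8279 at day 30. Of the 895 higher probes, 878 lie in rows 1 to 8, which hold 38.8% of all probes. With rows 9 to 19 alone 132 probes were differentially expressed, 17 of them higher.

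**Figure D1:**
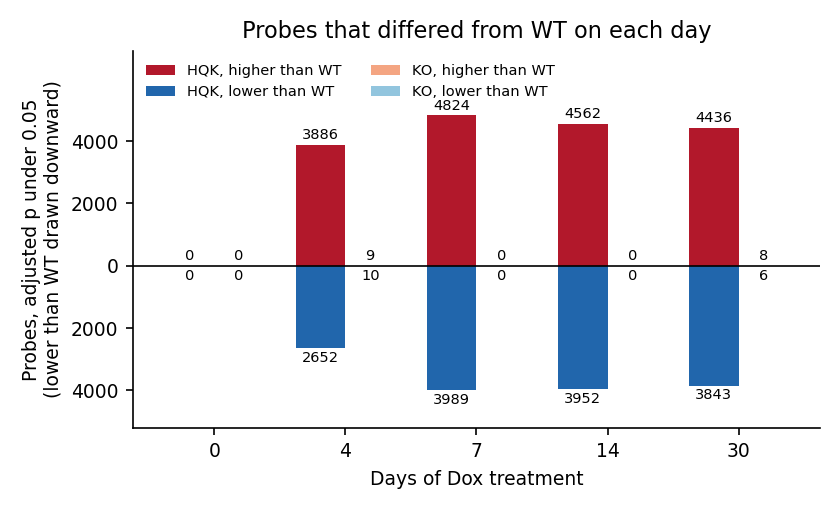
Number of probes differentially expressed on each day of Dox treatment in Tg(HQK) and KO muscle against WT. In Tg(HQK) muscle the number is 0 at day 0 and 6538 at day 4, or 3719 there without HQK day 4 replicate 3.

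**Figure D2:**
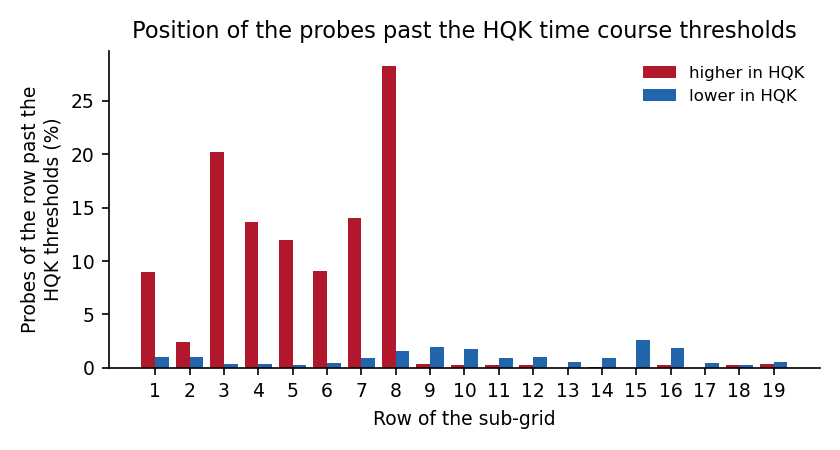
Percent of the probes of each row of the sub-grids that were higher or lower in the Tg(HQK) time course. Row 8 holds the largest share of higher probes, at 28.3%.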

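Prnp, the gene disrupted in KO mice, lies on chromosome 2 of GRCm38.p6 from 131909928 to 131938436. Its brightest probe, in rows 1 to 8, fell by 1.03 on the log2 scale in KO over WT across days 4 to 30 (adjusted p = 0.000326 from limma). It was at -1.33 ± 0.31 (SD, n = 2) at day 0 and at -1.42 ± 0.21 (SD, n = 3) at day 30. In the libraries labelled KO day 7 replicate 1 and KO day 14 replicate 2 this probe of Prnp was at 0.21 and -0.24. Another probe of Prnp showed no such fall, with a median of -0.03 (-0.35 to 0.56) in the 12 other KO libraries. Fech, which completes heme synthesis and has its probe in rows 1 to 8, fell by 0.66 in KO (adjusted p = 1.18e-05), and Dnajc10, a chaperone of the endoplasmic reticulum in rows 1 to 8, by 0.39 (adjusted p = 0.0212). In Tg(HQK) muscle, paired with the same WT mice, these probes in rows 1 to 8 were at -0.57 (SE 0.06; -0.42 at day 0) for Fech and at -0.90 for Dnajc10, and another probe of Dnajc10 was at 0.23.
Over the 5 days of the KO time course 1 of 16315 probes passed the thresholds, and it was lower. The files give this probe no gene name; its adjusted p was 0.000915. Without the fold threshold 5 probes passed, and 3 passed at an unadjusted p under 0.05 with the fold threshold. By day, limma called 0 probes at days 0, 7 and 14 (261, 3095 and 341 at an unadjusted p under 0.05), 19 at day 4 and 14 at day 30. The library labelled KO day 7 replicate 1 resembled the Tg(HQK) pairs on Dox, and without it 2 probes passed in the KO time course. The test of the difference between the lines called 996 probes, 840 higher in Tg(HQK) than in KO and 156 lower, with 1013 and 60 under loess over the whole array.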

To verify the expression of genes identified on our cDNA array, and to sample a more complete set of genes covering the whole mouse genome, we purchased additional microarrays from Agilent technologies. These arrays consisted of 44,000 oligonucleotide probes representing the whole mouse genome. We re-examined the day 14 samples since the majority of the 1499 temporally deregulated genes showed differential expression at this time point. 

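At day 14 Brca1 was at a log2 ratio of 3.63 ± 0.10 (SD, n = 3 mouse pairs), Eif2b4 at 3.22 ± 0.09 and Cpeb1 at 3.36 ± 0.09, each with its probe in rows 1 to 8. Postn, also in rows 1 to 8, stood at 3.26 ± 0.12 at day 14, against 1.72 ± 0.54 at day 4, while its other probe was at 0.33 ± 0.17 at day 14. Col1a1 was at -4.23 ± 0.20 at day 14 and at -1.21 ± 0.86 at day 4, its other probe was at -0.69 ± 0.26 at day 14, and its mean of days 4 to 30 was at -0.03 and did not pass with the loess curve fitted on rows 9 to 19. Of the 1057 probes of the Tg(HQK) time course, 1043 (98.7%) were differentially expressed at day 14 by limma, and 784 (74.2%) were changed at least 3-fold there. At day 30 1022 were differentially expressed and 899 (85.1%) were changed at least 3-fold. The largest change fell on day 14 for 422 probes and on day 30 for 546. The median size of the change was 0.90 at day 4, 1.59 at day 7, 1.90 at day 14 and 1.96 at day 30 on the log2 scale.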

A two-sided t-test of feature versus background, set at a p value of 0.05, was used to obtain a list of genes whose log_10 _ratios were significant. This list was in good agreement with the data from our in-house manufactured cDNA array, confirming the deregulation of almost two-thirds of genes originally identified by the cDNA array, in addition a set of genes which were not represented by probes on our in-house cDNA arrays were identified. 

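Prnd, which encodes the PrP paralog Doppel and is marked in the paper's list of up-regulated genes as found on the cDNA arrays, rose by 2.24 (SE 0.09) on a probe in rows 1 to 8, and by 0.21 on another. Keap1, a sensor of oxidative stress that the paper lists as down-regulated on these arrays, was at 1.72 (SE 0.11) on its brightest probe, in rows 1 to 8, and at -0.13 and 0.00 on others. The brightest probe need not be the clone that the paper marks. Of 433 clones that the paper marks as up-regulated on the cDNA arrays, 376 had a mean above 0 (86.8%, exact 95% confidence interval 83.3 to 89.9) and 169 were higher in the time course. The mean was above 0 for 238 of 248 clones in rows 1 to 8 and for 138 of 185 in rows 9 to 19. In the time course 168 clones were higher in rows 1 to 8, and 1 in rows 9 to 19. Of 177 clones marked as down-regulated, 165 had a mean below 0 (93.2%, interval 88.5 to 96.4) and 10 were lower in the time course. The study chose these clones on the same samples, so the shares are not independent evidence. For 154 genes with a fold change from the Agilent arrays in the lists, the day 14 ratio here had the same sign for 90 (58.4%, interval 50.2 to 66.3). They count whether or not they passed here, while the share that the paper gives is of genes first found on the cDNA array. The 2 measures differ. Pearson's r across the genes was 0.18 and Spearman's rho 0.22, and genes are not independent replicates. With probes in rows 1 to 8 r was 0.11, and with probes in rows 9 to 19 it was 0.33. Of these genes, Peg3, an imprinted regulator that the lists give as higher, was at -0.34 at day 14 (-0.23 at day 0), and Pecam1, an endothelial adhesion molecule that they give as lower, was also at -0.34 at day 14 (-0.23 at day 0).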

In total, 1265 selected genes were annotated in the Ingenuity Pathway Analysis (IPA) database and are provided as Additional file 1 (up-regulated) and Additional file 2 (down-regulated). A summary of the most common biological functions and toxicity-related pathways associated with these genes is shown in Figure 1B. 

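Several genes of the developmental and cell death categories rose in Tg(HQK) muscle, all with probes in rows 1 to 8 of the sub-grids. Prm2, a sperm nuclear protein, rose by 2.41 (SE 0.14, n = 12), Casp14, a caspase of skin differentiation, by 2.16 (SE 0.10) and Hipk3, a kinase that counters cell death, by 1.70 (SE 0.10), each in rows 1 to 8. Elovl6, a fatty acid elongase, rose by 2.28 (SE 0.11), Isyna1, which makes inositol phosphate, by 1.95 (SE 0.12; 0.34 on another probe) and Chkb, a choline kinase, by 2.03 (SE 0.11) on a probe in rows 1 to 8 like those of Elovl6 and Isyna1; another probe of Chkb was at -0.01. Atox1, a copper chaperone, rose by 1.52 (SE 0.12) in rows 1 to 8, against -0.16 on another probe, and Sv2a, a synaptic vesicle protein in rows 1 to 8, by 1.07 (SE 0.11), with another probe at 0.58.
Of the genes that Table 1 lists under development, 65 were measured, and 41 were higher and 11 lower (41 and 12 adjusted over the list alone; camera, adjusted p = 0.00047, and 0.232 with an estimated correlation). Of 43 cell cycle genes, among them Cpeb1 and Anln, 28 were higher and 7 lower (the same adjusted over the list alone; adjusted p = 0.000448, and 0.272 with an estimated correlation). Of 43 genes of programmed cell death 24 were higher and 9 lower (24 and 10 adjusted over the list alone; adjusted p = 0.0411, and 0.304 with an estimated correlation). Of 38 lipid genes 28 were higher and 4 lower (29 and 4 adjusted over the list alone; adjusted p = 5.27e-06, and 0.232 with an estimated correlation). Of 17 genes of ion homeostasis, Prnd included, 9 were higher and 4 lower (the same adjusted over the list alone; adjusted p = 0.187). The study chose these lists on the same samples, so they are not independent evidence, and 30 of the 43 cell cycle genes and 23 of the 38 lipid genes lie in rows 1 to 8. Over all 16315 probes limma called 12134 on the mean of days 4 to 30, 5991 higher and 6143 lower.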

Gene ontology analysis revealed that up-regulated genes were particularly enriched for genes involved in development, cell cycle regulation, programmed cell death, lipid metabolism and ion homeostasis (Table 1). Down-regulated gene ontology categories were enriched for genes involved in cellular energy metabolism, particularly carboxylic acid metabolism, protein metabolism and muscle developmental processes (Table 2).

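Lpl, which releases fatty acids for uptake and has its probe in rows 1 to 8, fell by 1.09 (SE 0.17, n = 12; -0.73 at day 0), and Mdh2, a mitochondrial malate dehydrogenase, by 0.91 (SE 0.10), but Mdh2 was at -0.07 and did not pass with the loess curve fitted on rows 9 to 19. Eci1, an enzyme of fatty acid oxidation in rows 1 to 8, fell by 1.01 (SE 0.16), but was at -0.12 and did not pass with that curve. Sucla2, a subunit of succinyl-CoA ligase in rows 1 to 8, was at -1.19 (SE 0.10), with other probes at 0.48 and -1.59, and at 0.21 with the loess curve fitted on rows 9 to 19. Of 15 genes of the citric acid cycle and fatty acid oxidation, listed before the data were examined, 12 fell and 0 rose by limma (12 and 0 at an unadjusted p under 0.05, and the same adjusted over the list alone), with a median of -0.62. Camera gave an adjusted p of 0.0104, and 0.515 with an estimated correlation. With the loess curve fitted on rows 9 to 19 the median was -0.23 and the adjusted p 0.198. Here and for the lists below, camera did not compare members with equally bright probes. Ratios in rows 9 to 19 fell with brightness in WT RNA over all probes (rho -0.456). Camera called the same list lower in KO muscle against the same WT mice (adjusted p = 9.32e-05, and 0.496 with an estimated correlation), and exchanging Tg(HQK) and WT within pairs gave as many called lists in 50 of 100 draws.
Pgk1, a glycolytic kinase, fell by 1.36 (SE 0.13) and Eno3, the muscle enolase in rows 1 to 8, by 1.09 (SE 0.14). With Aldoa, 10 of 12 genes of glycolysis and glycogen fell and 2 rose (the same adjusted over the list alone; median -0.53, camera, adjusted p = 0.114, and 0.515 with an estimated correlation). Atp5a1 and Atp5j, subunits of ATP synthase, fell by 1.17 (SE 0.16; -0.64 at day 0 for Atp5a1) and 1.02 (SE 0.15), while Cox6a1, a subunit of cytochrome c oxidase in rows 1 to 8, was at 1.71 (SE 0.15), against -0.50 on another probe. Of 11 genes of oxidative phosphorylation 7 were lower and 1 higher (the same adjusted over the list alone; median -0.44, adjusted p = 0.131).
Eif4g2, a translation initiation factor, was at -1.67 (SE 0.12), with other probes at 0.19, -0.32 and -0.60, and at 0.14 with the loess curve fitted on rows 9 to 19. Eif3g, another initiation factor in rows 1 to 8, was at -0.80 (SE 0.07), and at 0.12 with that curve. Eef2, an elongation factor, fell by 0.69 (SE 0.13), with another probe at 0.09, and was at -0.24 with that curve, where it did not pass. Eif3d, an initiation factor in rows 1 to 8, rose by 0.84 (SE 0.09), against -0.36 on another probe. Of 11 translation factors 10 were lower and 1 higher (the same adjusted over the list alone; median -0.58, adjusted p = 0.108, and 0.515 with an estimated correlation).
Under protein metabolism in Table 2, Mmp13, a collagenase, fell by 1.37 (SE 0.12), while Prkar2a, a regulatory subunit of protein kinase A in rows 1 to 8, rose by 1.81 (SE 0.12). Of 54 genes of that category 4 were higher and 41 lower (the same adjusted over the list alone; adjusted p = 1.12e-06, and 0.159 with an estimated correlation). Among carboxylic acid genes, Acod1, which makes itaconate, fell by 0.88 (SE 0.09) in rows 1 to 8, and Glul, which makes glutamine, was at -0.85 (SE 0.08) in rows 1 to 8, with other probes at 1.01 and from -0.91 to -0.50, and at 0.41 with the loess curve fitted on rows 9 to 19. Ptges3, a cochaperone that also makes prostaglandin E, fell by 0.30 (SE 0.10), but was at -0.09 and did not pass with that curve. Of 11 genes of that category 6 were lower and 1 higher, and of 6 genes of muscle development, with Cav2 at -0.39 (SE 0.06) in rows 1 to 8 (-0.06 with that curve) and Tsc1 at -0.27 (SE 0.06; -0.08 centred on print positions), neither past the test there, 3 were lower and 0 higher by limma, and 0 higher at an unadjusted p under 0.05 (the same adjusted over the list alone; adjusted p = 0.128 for both). The lists of Table 2 were chosen on the same samples and are not independent evidence.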

**Table 1:** List of genes belonging to some of the most significantly up-regulated Gene Ontology Categories

**Description**	**Gene Name**
cell development	ARF6, KIF5C, PRM2, NEB, SOX9, NDN, RUNX1, FCER1G, ENAH, PRKDC, GADD45G, PURB, METRN, BIRC5, TRADD, LGALS1, EPHB1, TRIM35, GPX1, STMN3, E2F2, NEFL, DEDD, RHOA, JMY, MAL, DCX, CASP14, UNC5B, BNIP1, CD28, GDNF, ITGB1BP3, ALS2CR2, NFKB1, TIMP1, CARD10, SEMA6A, DAB1, CHRNA1, UCHL1, TNFRSF12A, HSPA1A, MYOG, AKT1S1, PIP5K1C, TRIAP1, PMAIP1, MT3, SOCS2, GADD45B, ABI2, TNNT2, GSK3B, SGPP1, RPS6KB1, HIPK2, IGFBP3, PERP, PPP1R13B, CDK5R1, HOOK1, EDA2R, CTF1, EHMT2, ITGA3, SOX10, HIPK3, E2F1, BCL2L13, PURA, YBX2, IBRDC2, APP, BOK, TNP1, FAF1, PHLDA1, CAMK1D, CSPG4, DOCK1, FARP2, DIABLO, GDF11, ZFP91, PEG3, PTPRC, BAK1, RHOT1, NRAS, CDKN1A, NAB2, DAP3

cell cycle	ANLN, CDC27, PRM2, TIMELESS, RB1, TACC3, SMARCB1, GADD45G, CDC14A, BIRC5, INCENP, CHES1, UHRF2, PDGFB, CGREF1, MIS12, E2F2, CDK6, PSMD2, JMY, CITED2, SUV39H2, PPP2R3A, CD28, ALS2CR2, PLK2, MERTK, CLASP1, CRKL, PRC1, TRIAP1, GADD45B, CPEB1, FOS, GSK3B, HIPK2, EHMT2, SPAG5, RANBP1, E2F8, E2F1, PLEKHO1, GAK, CCRK, PURA, HDAC5, RASSF4, APP, DHX16, E2F3, THPO, MKI67, BIN1, PTPRC, RGS2, ABL1, ANAPC1, NRAS, CDKN1A, JUNB, MDM2, ITGAE

programmed cell death	ARF6, SOX9, FCER1G, PRKDC, PURB, GADD45G, BIRC5, TRADD, TRIM35, GPX1, E2F2, NEFL, RHOA, DEDD, JMY, MAL, CASP14, GDNF, BNIP1, CD28, UNC5B, ALS2CR2, NFKB1, CARD10, SEMA6A, TNFRSF12A, HSPA1A, AKT1S1, PMAIP1, TRIAP1, GADD45B, SGPP1, GSK3B, IGFBP3, HIPK2, PERP, CDK5R1, PPP1R13B, EDA2R, HIPK3, E2F1, BCL2L13, PURA, IBRDC2, APP, BOK, FAF1, PHLDA1, CAMK1D, DOCK1, DIABLO, ZFP91, PEG3, PTPRC, BAK1, RHOT1, NRAS, CDKN1A, DAP3

cellular lipid metabolic process	ISYNA1, PRKAA1, LCAT, NEB, SULT2B1, PIP5K1C, B4GALNT1, VLDLR, FDPS, SERINC2, SGPP1, LDLR, ADIPOR2, RDH11, SYK, CDS2, SNCA, PRKAG2, MYO5A, ELOVL6, HEXB, CDS1, CD81, BMPR1B, ST6GALNAC6, SOAT1, FADS3, PIP5K1A, CHKB, PIGO, ELOVL3, UGCG, AYTL2, SLC37A4, AGPAT3, PBX1, AGPAT2, SYNJ1, INSIG1, PIGK, HMGCS2, PRKAB2, ACBD3, CYB5R3, PISD, SERINC1, MTMR7, HEXA

cellular ion homeostasis	CHRNA1, APP, ATOX1, CHRNG, APLP2, SV2A, CHRNB4, MT3, NDN, RYR3, PRND, ATP2A2, PTPRC, BAK1, SLC37A4, MT4, SYPL2, ANXA7, PRNP, SLC39A5, HEXB

**Table 2:** List of genes belonging to some of the most significantly down-regulated Gene Ontology Categories

**Description**	**Gene Name**
carboxylic acid metabolic process	NR3C1, TARSL2, AHCY, SHMT2, PTGES3, LYPLA1, IRG1, MCCC1, PRKAG1, MAT2B, CYP39A1, MCFD2, IDH2, GLUL, IARS, PYCR2, FBP2, PLP1, ABAT, ADIPOR1, LYPLA2, BCKDHA, CROT, GPD2, CAV1, MTHFD1, SH3GLB1, ACADSB

protein metabolic process	PPP3CB, BZW2, PPP2CB, AGA, CDC16, CHEK2, HERC2, UBE2B, PRMT7, NCKAP1, EIF4A2, CCT2, TLK2, KLK8, PDPK1, CSE1L, OMA1, UBQLN2, SLC30A9, PRKAR2A, HAT1, CAPZA2, CLK1, CPA3, LCK, CAMK2G, CAV1, MTM1, PSMB9, HUWE1, UBE2D1, PRKRIR, FKBP8, FKBP4, ARAF, RPS6KC1, PPP2R2A, VWF, CCT6A, GART, EPHA7, EIF3S6, WWP1, DVL1, IARS, ASPH, HTRA2, RNF6, RNF8, UBE2A, MCPT4, HS3ST5, CUL3, PCTK3, EEF2, UBE2G1, MMP13, UQCRC2, PRPF4B, AP3M1, BRCC3, SH3GLB1, RPL36, TARSL2, CDKL2, CAMK1, USP15, ULK2, BACE2, HECTD1, DNAJC12, ITGB4BP, CRY1, RAD21, FBXL5, DMD, MGRN1, RCHY1, IPO11, VBP1, USP1, VPS35, YME1L1, RPL22, COPB1, LGTN, GLMN, RSL1D1, RPL4, SUV420H2, ETF1, MAP2K5, USP38, EGLN1, TBCE, CUZD1, FURIN, PAIP1, CDC25B, EIF4G2, IFNAR1, TRIM23, CAV2, PSMD6, PIGY, LAP3

muscle development	CSRP3, DMD, MYL2, TSC1, MYH7, CAV2, MTM1, CAV1, ACTC1, DVL1, ACTG2, MYH6, CACNA1S, MEF2C

**Figure 1:**
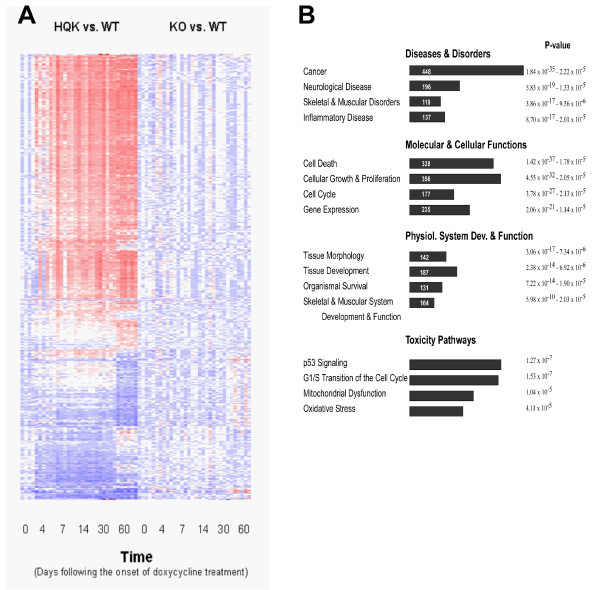
**Clustering of gene expression data**. **A**. Measurements of relative gene expression for 6 time points (after 0, 4, 7, 14, 30, 60 days of Dox treatment) in Tg(HQK) mice (HQK) and PrP knockout mice (KO). Mice were treated with 6 g Dox/kg food, and three animals were taken at each time point as indicated. Total RNA was extracted from skeletal muscles (quadriceps) from the hind legs and subjected to microarray analysis, yielding expression profiles of genes with normalized expression ratios. Red and purple represent relative over-expression and under-expression, respectively, and the color intensity represents the magnitude of digression. **B**. Bioinformatic analysis (Ingenuity Pathways Analysis) to determine the top biological functions and associated p values of the selected genes is shown. The top four categories are listed for diseases and disorders, molecular and cellular functions, physiological system and development and function, and pathways associated with toxicity.

### PrP^C ^Over-expression Regulates Multiple Targets with Established Roles in Myopathy

Many of the gene expression changes identified in the Tg(HQK) muscle are consistent with the observed progressive atrophy, which is characterized by a decrease in myofiber size and total muscle mass accompanied by a concomitant accumulation of lysosomes. Specific changes included a significant down-regulation of genes coding for the myofibrillar proteins MYH2, MYH6, MYH7, MYL2, MYL3, and an increase in expression of the transcription regulator MDFI (MyoD Family Inhibitor) that acts as a negative regulator of myogenic proteins, and induction of MyoG (myogenin), a muscle-specific transcription factor that can induce myogenesis in a variety of cell types in tissue culture. 

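Myl3, a myosin light chain of slow and cardiac muscle, rose by 0.62 (SE 0.09, n = 12, adjusted p = 1.65e-06) on a probe in rows 1 to 8, but was at 0.08 and did not pass after centring on the print position. It was at 0.34 ± 0.12 (SD, n = 3) at day 4 and at 0.91 ± 0.47 at day 30. Myh6, a cardiac myosin heavy chain, was at 0.08 (SE 0.05) and did not pass the test (adjusted p = 0.101), though it passed as higher with median centring (0.19) and without HQK day 4 replicate 1 (0.13). No probe is named for MYH2, MYH7, MYL2, MDFI or myogenin. Tnnc1, the slow troponin C, was at -1.21 (SE 0.20) in rows 1 to 8, and at 0.23 with the loess curve fitted on rows 9 to 19. Tpm1, a tropomyosin, fell by 1.14 (SE 0.11) and Myl1, a fast myosin light chain in rows 1 to 8, by 0.86 (SE 0.15). Of 12 myofibril genes 2 were higher, 5 were lower and 5 did not pass (the same adjusted over the list alone), with a median of -0.17. Camera gave an adjusted p of 0.347, and 0.56 with an estimated correlation.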

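Mef2c, a transcription factor of muscle differentiation on chromosome 13 of GRCm38.p6 from 83504017 to 83667079, fell by 1.87 (SE 0.13, adjusted p = 4.44e-11) and was lower in 12 of 12 pairs, while another probe in rows 1 to 8 was at 1.66 (SE 0.21, adjusted p = 2.74e-07). With the loess curve fitted on rows 9 to 19 the lower probe of Mef2c was at -0.07 and did not pass. The lower probe was at -1.25 ± 0.34 (SD, n = 3) at day 4, at -2.51 ± 0.64 at day 14 and at -1.53 ± 0.91 at day 30. Srpk3, a kinase of muscle, was at 0.15 (SE 0.05, adjusted p = 0.00962) in rows 1 to 8 and higher in 8 of 12 pairs (0.25 at day 0), but at -0.03 with loess over the whole array and at -0.10 after centring on the print position. Another probe of Srpk3 was at 0.52 (SE 0.07).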

The MEF2C (Myocyte Enhancer Factor 2C) gene was also down-regulated in Dox-induced Tg(HQK) muscles. Immunoblot analysis showed that there was statistically significant reduction of MEF2C protein level in the skeletal muscle from day 14 of Dox treatment, and the reduction reached 50% after 30 days of Dox treatment (Figure 2). MEF2C has been studied extensively in muscle cells. It is a key regulatory transcriptional factor that plays an essential role in the transcriptional control of muscle development as well as remodeling of adult muscles in response to physiologic and pathologic signals [29,30]. It has been reported that MEF2C directly activates the expression of a muscle specific protein kinase Srpk3 and Srpk3-null mice exhibit widespread centronuclear myopathy via an unknown mechanism [31]. We speculate that the down-regulated MEF2C gene expression might play a role in the progressive central nucleus localization observed in the skeletal muscles of Dox-treated Tg(HQK) mice [7] through a reduction of the Srpk3 activity.

**Figure 2:**
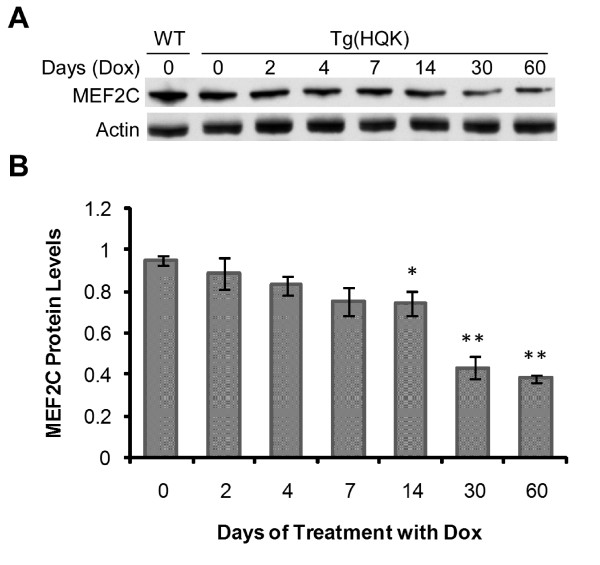
**MEF2C protein level is down-regulated in the skeletal muscles of Tg(HQK) mice treated with doxycycline (Dox)**. Tg(HQK) mice were treated with 6 g Dox/kg food for 0–60 days as indicated, and three animals were taken at each time point. Skeletal muscles (quadriceps) from the hind legs were subjected to immunoblot analysis in three blots. Fifteen micrograms of total proteins was loaded for each sample. Skeletal muscle (quadriceps) sample from an untreated wild type FVB mouse (WT) serves as the control to normalize data from the triplicate blots. **A**. A representative immunoblot probed with anti-MEF2C antibody followed by probing with an anti-actin antibody after stripping. **B**. Plot of the MEF2C protein levels over increasing duration of Dox treatment. The MEF2C protein level for each sample was normalized against the actin level in each blot and expressed as the ratio against the normalized MEF2C protein level in the untreated wild type FVB mouse on the same blot. The error bars denote standard errors calculated from the three blots. The bars with asterisk(s) indicate a statistically significant difference when compared to the 0 day Tg(HQK) samples. *p < 0.05; ** p < 0.001.

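Ctss, a cathepsin of antigen-presenting cells, fell by 0.32 in Tg(HQK) muscle (SE 0.09, n = 12, adjusted p = 0.00324; -0.44 at day 0) and was lower in 10 of 12 pairs. Ctsz, another cysteine cathepsin, fell by 0.28 (SE 0.06, adjusted p = 0.000196) and was lower in 11 of 12 pairs. Ctsl, a lysosomal protease that rises in wasting muscle, rose by 0.46 (SE 0.06, adjusted p = 5.17e-07) in 12 of 12 pairs. No probe is named for cathepsin D or DPEP2. Lipa, the lysosomal acid lipase, rose by 0.91 (SE 0.08) in rows 1 to 8, and Lamp2, a lysosomal membrane protein, fell by 0.59 (SE 0.09). Gm2a, the activator protein of ganglioside breakdown, was at -0.86 (SE 0.05) in rows 1 to 8, at -0.49 on another probe, and at 0.11 with the loess curve fitted on rows 9 to 19. On the mean of days 4 to 30 limma called 12134 of all 16315 probes. Of 37 lysosomal genes 9 were higher, 16 were lower and 12 did not pass (the same adjusted over the list alone), with a median of -0.05. Camera gave an adjusted p of 0.649, and 0.802 with an estimated correlation.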

A number of lysosomal peptidases were up-regulated including CTSS, CTSD, CTSZ, and DPEP2, coincident with an observed accumulation of lysosomes in Tg(HQK) mice over-expressing PrP^C ^[7]. The gene CTSL, which codes for a lysosomal cysteine proteinase, is commonly used as a universal marker for muscle atrophy but was not represented on our arrays [32]. qRT-PCR revealed expression of this gene was induced transiently following PrP^C ^induction, peaking at 7 days following the onset of Dox treatment and returning to the baseline by 60 days post-induction. 

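Hexa, which encodes a lysosomal enzyme, was at 0.08 in Tg(HQK) muscle (SE 0.04, n = 12) and did not pass (adjusted p = 0.0552), with 0.14 ± 0.01 (SD, n = 3) at day 14 and -0.03 ± 0.12 at day 30. Lamp1, a lysosomal membrane protein, was at -0.39 (SE 0.09, adjusted p = 0.000369) in rows 1 to 8, with other probes at 0.41, 0.11 and -0.16, and at 0.73 with the loess curve fitted on rows 9 to 19. The brightest probe of Lamp1, in rows 1 to 8, was at -0.22 at day 0 and at -0.38 ± 0.32 at day 30, where the others were at 0.52 ± 0.21, also in rows 1 to 8, and at 0.29 ± 0.19 and -0.32 ± 0.33.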

The genes encoding lysosomal proteins HEXA, HEXB and LAMP1 were also up-regulated at late time points.

Previous studies have shown that the development of muscle atrophy in a number of models of systemic wasting states (fasting, cancer cachexia, renal failure, diabetes) and in disuse atrophy induced by denervation or spinal cord isolation follows a common program of transcriptional changes [33,34]. One of the main features of this program is a general increase in expression of genes involved in proteolysis including both lysosomal proteases, and an ATP-dependent process requiring ubiquitin and the proteasome. The degradation of PrP^C ^and PrP^Sc ^is also believed to involve the proteasome [35], and compromised/inhibited proteasome activity was proposed to lead to accumulation of cytosolic PrP^C ^that is neurotoxic [35]; but the latter notion has been challenged [36,37]. Following induction of PrP^C ^we observed that the expression levels of genes involved in proteasomal protein degradation were for the most part unchanged. 

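Psme3, a proteasome activator in rows 1 to 8, rose by 1.53 (SE 0.10, n = 12) and Psmb1, a subunit of the catalytic core, by 0.67 (SE 0.06). Psme1, an activator induced by interferon, fell by 0.92 (SE 0.09), and Psmb9, an immunoproteasome subunit in rows 1 to 8, by 0.85 (SE 0.06). On the mean of days 4 to 30 limma called 12134 of all 16315 probes, 5991 higher and 6143 lower. Of 17 proteasome genes 5 were higher, 9 were lower and 3 did not pass (the same adjusted over the list alone), with a median of -0.34. Camera, which compares the list with all other genes, gave an adjusted p of 0.455, and 0.778 with an estimated correlation.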

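Psmd6, a subunit of the regulatory particle of the proteasome, fell by 0.79 (SE 0.09, adjusted p = 8.52e-08) and was lower in 11 of 12 pairs. It was at -1.57 ± 0.19 (SD, n = 3) at day 7 and at -0.41 ± 0.51 at day 30. Psmd2, a scaffold subunit with its probe in rows 1 to 8, was at 0.02 (SE 0.09, adjusted p = 0.858). Psmd4, a ubiquitin receptor in rows 1 to 8, was at 0.06 (SE 0.07, adjusted p = 0.426), with other probes at -0.04 and 0.02. No probe is named for PSMD7, PSMD12, PSMD13 or PSMD14.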

Out of the 44 unique proteasome related genes represented on the microarrays, only three (PSMD2, PSMD4, PSMD7) were up-regulated and four (PSMD6, PSMD12, PSMD13 and PSMD14) were down-regulated.

A further feature reported in a number of different models of diseases resulting in muscle atrophy is the substantial up-regulation of two E3 ubiquitin ligases, atrogin-1/MAFbx (FBXO32) and MuRF1 (TRIM63) [38,39], which are generally induced early during the atrophy process. Upon fasting, the rise in atrogin-1 expression precedes the loss of muscle weight; conversely, deletion of either Atrogin-1 or MuRF1 has been shown to significantly alleviate muscle atrophy [39]. Our microarray data did not reveal a significant increase in Atrogin-1 expression in the Tg(HQK) atrophy model and no probe for MuRF-1 was present on either of our array platforms. qRT-PCR was used to determine the expression levels of these two genes, and a small, less than 3-fold increase in the expression of both MuRF1 and Atrogin-1 was detected following induction of PrP^C ^(Figure 3A and 3B); this is much lower than the 10–40 fold increase generally found in other models of muscle atrophy. In a recent study, the induction of the FOXO1 protein (a key activator of atrophy) as well as the fall in PGC-1 alpha and beta (transcriptional co-repressors of Atrogin expression) were identified in numerous types of muscle wasting [40,41]. A 3-fold decrease of FOXO1 and no change in expression of PGC-1 alpha and beta were detected in Dox-treated Tg(HQK) mice. These data suggest only minor involvement of the ubiquitin-proteasome proteolysis pathway in the observed muscle atrophy and a program of transcriptional changes that is not reminiscent of systemic wasting states.

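Atf4, a transcription factor of the stress response, fell by 0.43 in Tg(HQK) muscle (SE 0.08, n = 12; -0.26 at day 0). Zfand5, a ubiquitin-binding protein of atrophying muscle, was at -0.34 (SE 0.04) in rows 1 to 8, with other probes at 1.16 and -0.37, at 0.15 as the mean of its probes and at 0.20 with the loess curve fitted on rows 9 to 19. No probe is named for FBXO32, TRIM63, FOXO1 or PPARGC1A. Of 8 genes of muscle atrophy, among them Ctsl and Cdkn1a, 2 were higher, 3 were lower and 3 did not pass (the same adjusted over the list alone). Their median was -0.09, their mean 0.19 and the direction of camera was down (adjusted p = 0.944, and 0.984 with an estimated correlation). Chrna1, a subunit of the acetylcholine receptor that rises after denervation, was at -0.54 ± 0.25 (SD, n = 3) at day 4 and at 1.59 ± 0.58 at day 30, on a probe in rows 1 to 8. Ank3, a scaffold of the nerve-muscle junction, fell by 0.34 (SE 0.09; -0.36 at day 0) and Ache, the acetylcholinesterase, rose by 0.13 (SE 0.04). With these, 2 of 4 genes of the denervation response were higher and 1 lower (the same adjusted over the list alone), too few for camera.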

**Figure 3:**
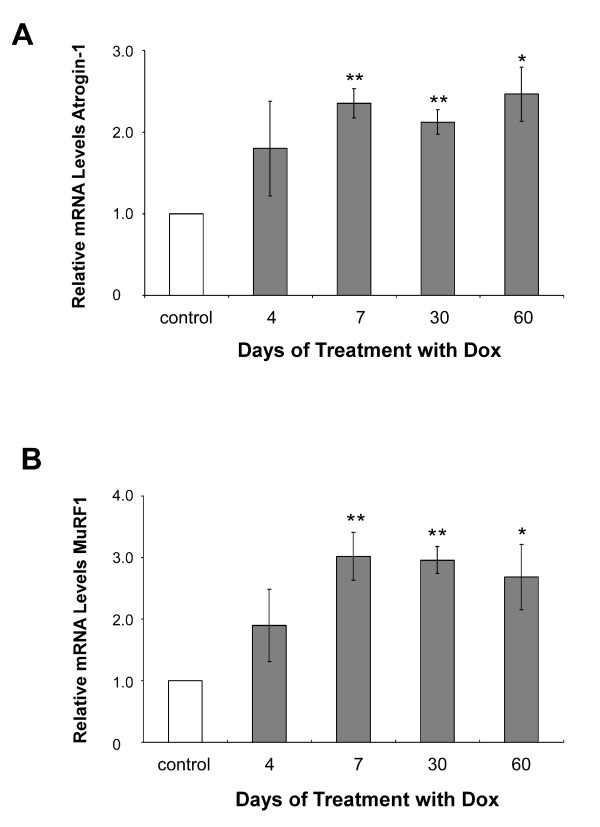
**Real-time PCR analysis of Atrogin-1 and MuRF1**. qRT-PCR analysis of Atrogin-1 (**A**) and MuRF1 (**B**) gene expression in RNA samples from Tg(HQK) mice relative to similarly treated wild-type control mice. Measurements of relative gene expression for 4 time points (over 4–60 days) in mice following treatment with 6 g Dox/kg food beginning on day 0. Total RNA was extracted from skeletal muscles (quadriceps) from the hind legs and subjected qRT-PCR analysis. Results represent the mean ± s.e.m. of triplicate measurements performed. * p < 0.01; ** p < 0.001.

### Activation of p53-Mediated Signaling Pathways Following PrP^C ^Induction in Skeletal Muscle of Tg(HQK)

The dramatic transcriptional response to PrP^C ^over-expression in the muscles of Tg(HQK) mice lacks key features of the common transcriptional program indicative of several reported forms of muscle atrophy. This includes striking de-regulation of over 400 genes involved in cell death and regulation of the cell cycle, which suggests a toxic effect of the over-expressed PrP. 

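Mcm4, a subunit of the helicase of DNA replication, rose by 2.16 (SE 0.12, n = 12) and Cenpa, a centromere histone, by 1.15 (SE 0.10), both with probes in rows 1 to 8. H2az1, a histone variant in rows 1 to 8, was at 0.75 (SE 0.06), and at -0.10 after centring on the print position. Ccna2, a cyclin of S phase and mitosis, fell by 0.86 (SE 0.13), with another probe at -0.10. Of 12 genes of proliferation 5 were higher, 4 were lower and 3 did not pass (the same adjusted over the list alone), and 8 of the 12 lie in rows 1 to 8. The median was 0.05, and camera gave an adjusted p of 0.816, and 0.802 with an estimated correlation.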

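Among targets of p53, Apaf1, which assembles the apoptosome, rose by 0.86 in Tg(HQK) muscle (SE 0.06, n = 12), in 12 of 12 pairs. Zmat3, an RNA-binding p53 target, fell by 0.43 (SE 0.05) and Cd82, a tetraspanin, by 0.42 (SE 0.08; -0.38 at day 0). Mdm2, the ubiquitin ligase of p53 and its target, was at -0.11 (SE 0.06) and did not pass (adjusted p = 0.119). Of 7 measured p53 targets, Cdkn1a among them, 2 were higher, 2 were lower and 3 did not pass (the same adjusted over the list alone). Their median was -0.05, their mean 0.29 and the direction of camera was up (adjusted p = 0.977, and 0.99 with an estimated correlation). With the gene names of the study's own tables as well, 11 targets were measured, 5 higher and 3 lower, with a median of 0.06.
Prkdc, the catalytic subunit of DNA-dependent protein kinase in rows 1 to 8, rose by 1.51 (SE 0.09) over the 4 time points, but was at -0.02 at day 30. Trp53inp1, which acts with p53 in stress responses, rose by 1.44 (SE 0.09) in rows 1 to 8, and Gadd45g, a growth arrest gene, fell by 0.66 (SE 0.11; -0.61 at day 0). Of 9 genes that Table 3 gives as up-regulated in the p53 pathway 6 were higher and 2 lower (the same adjusted over the list alone; adjusted p = 0.133). The study chose them on the same samples, so they are not independent evidence.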

Using the Ingenuity Pathway Analysis (IPA) tool, we identified many pathways invoked in response to PrP^C ^over-expression, among which the p53 signaling pathway scored highly with a p value of 1.27 × 10^-7^. 

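Of the genes that Table 3 gives for the G1/S transition, Abl1, a tyrosine kinase, rose by 1.76 (SE 0.11, n = 12) in rows 1 to 8, with another probe at 0.00, and Sin3a, a corepressor in rows 1 to 8, by 1.50 (SE 0.10). Hdac5, a histone deacetylase in rows 1 to 8, was at 0.69 (SE 0.09), at 0.06 on another probe, and at -0.62 after centring on the print position. E2f6, a repressor of the E2F family, fell by 0.79 (SE 0.12) and Rbl2, a relative of RB1, by 0.58 (SE 0.04), both in rows 1 to 8, with other probes of E2f6 at -0.52 and -1.11 and another of Rbl2 at 0.03. All 6 genes given as up-regulated were higher (6 adjusted over the list alone; camera, adjusted p = 0.00801, and 0.232 with an estimated correlation), and both genes given as down-regulated were lower.
Ndufb5, a subunit of respiratory complex I, fell by 1.19 (SE 0.15), but was at -0.05 and did not pass with the loess curve fitted on rows 9 to 19. Uqcrc2, a core protein of complex III, fell by 1.16 (SE 0.14) and Htra2, a mitochondrial protease, by 0.95 (SE 0.15; -0.92 at day 0). With Uqcrfs1, 7 of 9 genes given as down-regulated under mitochondrial dysfunction were lower and 0 higher by limma (7 and 0 at an unadjusted p under 0.05, and the same adjusted over the list alone; adjusted p = 0.0111, and 0.161 with an estimated correlation). Uqcrc1, another core protein of complex III in rows 1 to 8, rose by 0.43 (SE 0.11), but was at 0.09 and did not pass with median centring. Prdx3, a mitochondrial peroxidase in rows 1 to 8, was at -0.55 (SE 0.08), at 0.43 on another probe, at -0.06 as the mean of its probes, and at 0.07 with the loess curve fitted on rows 9 to 19. Of 6 genes given as up-regulated there 1 was higher and 4 were lower (the same adjusted over the list alone; adjusted p = 0.187).
Gstm2, a glutathione transferase, fell by 0.83 (SE 0.11), Gstm5 by 0.76 (SE 0.12; -0.60 at day 0) and Gstm1 by 0.70 (SE 0.11; -0.62 at day 0). Gpx3, a glutathione peroxidase, fell by 0.69 (SE 0.09), with other probes at -0.56, -0.23 and -0.22, but was at -0.11 and did not pass with the loess curve fitted on rows 9 to 19. Sod2, the mitochondrial superoxide dismutase, was at -0.47 (SE 0.13), and at 0.06 with the loess curve fitted on rows 9 to 19. Stat3, a transcription factor of cytokine signalling, rose by 0.17, but did not pass with loess over the whole array (0.08), with median centring (0.11) or in 7 of the fits without 1 pair. Gsr, which regenerates glutathione, was at -0.13 (SE 0.04) in rows 1 to 8, but at 0.10 on another probe, at 0.15 with the loess curve fitted on rows 9 to 19 and at 0.06 after centring on the print position. Of 5 genes given as up-regulated under oxidative stress 1 was higher and 3 were lower, and all 3 given as down-regulated were lower (the same adjusted over the list alone). Of 21 genes of the oxidative stress response in a list that was not the study's, Keap1 included, 2 were higher and 12 lower (the same adjusted over the list alone; median -0.18, adjusted p = 0.114, and 0.515 with an estimated correlation). The lists of Table 3 are not independent evidence.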

Other molecular pathways that scored significantly were the related G1/S transition of the cell cycle (p = 1.53 × 10^-7^), mitochondrial dysfunction (p = 1.04 × 10^-5^) and oxidative stress response (p = 4.11 × 10^-5^) (Table 3).

**Table 3:** List of genes belonging to some of the most significantly de-regulated pathways that have been implicated in toxicity-associated biological processes as resulted by Ingenuity Pathway Analysis (up-regulated are denoted by bold type, down-regulated by plain type)

**Toxicity-Associated Process**	**P-value**	**Genes**
P53 signaling	1.27 × 10^-7^	**BBC3**, **BIRC5**, C12ORF5, **CDKN1A**, CHEK2, **E2F1**, **GADD45B**, **GADD45G**, **GSK3B**, **HIPK2**, **PERP**, **PIK3R5**, **PMAIP1**, **PPP1R13B**, **PRKDC**, **RB1**, **TP63**, **TP53INP1**

G1/S transition of the cell cycle	1.53 × 10^-7^	**ABL1**, CCNE2, **CDK6**, **CDKN1A**, **E2F1**, **E2F2**, **E2F3**, E2F6, **GSK3B**, **HDAC5**, **RB1**, RBL2, **SIN3A**

Mitochondrial dysfunction	1.04 × 10^-5^	AIFM1, **APP**, BACE2, COX6B2, **CYB5R3**, GPD2, **GSR**, HTRA2, NDUFAF1, NDUFB5, **OGDH**, **PRDX3**, SDHA, SDHB, **SNCA**, SOD2, **UQCRC1**, UQCRC2, UQCRFS1

Oxidative Stress	4.11 × 10^-5^	**FOS**, **GPX1**, **GSR**, **GSTA5**, GSTM2, GSTM1, **NFKB1**, **NFKB2**, **PRDX3**, SOD2, **STAT3**

The involvement of the p53 signaling pathways was of particular interest as mounting evidence suggests that over-expression of PrP^C ^sensitizes cells to apoptotic stimuli through a p53-dependent pathway [5,20-22]. The p53 gene itself did not meet our selection criteria (a change of 3-fold or more in at least one time point) as significantly deregulated in the microarray analysis; however qRT-PCR showed it to be marginally up-regulated from day 7 following the onset of PrP^C ^induction. This transient over-expression was low, approximately 1.5–2.5 fold, but statistically significant in all Tg(HQK) mice tested (Figure 4). However, regulation of p53 is known to take place mostly at the level of translation [42]. In accordance with this, immunoblot analysis of the levels of total p53 protein in the skeletal muscle (quadriceps) of Tg(HQK) mice, shown in Figure 5A and 5B, revealed a moderate but significant accumulation of p53 protein beginning at day 7 following the commencement of doxycycline treatment and rising to over 3-fold over age-matched WT controls 30–60 days post Dox induction. Activation of p53 is kept in check by its negative regulator MDM2 (mouse double minute 2) in a negative feedback regulatory loop since activated p53 induces expression of MDM2 [42]. We found that the levels of MDM2 were only marginally changed at early time points but were significantly up-regulated at the later time points (30 and 60 days), congruent with the accumulation of p53 protein (Figure 5). The moderate increase in p53 in the muscles of Dox-treated Tg(HQK) mice is consistent with the observed gradual and progressive muscle wasting.

**Figure 4:**
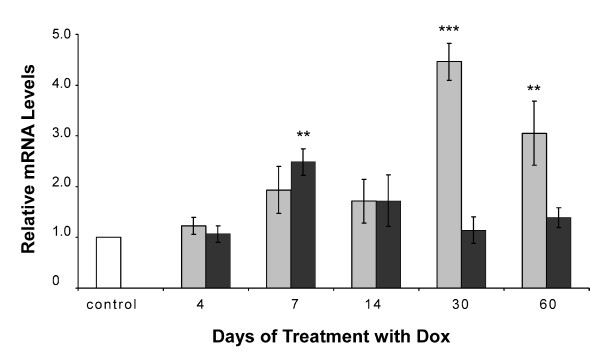
**Real-time PCR analysis of mdm2 and p53**. qRT-PCR analysis of mdm2 (grey) and p53 (black) gene expression in RNA samples from Tg(HQK) PrP over-expressing mice relative to similarly treated wild-type control mice. Measurements of relative gene expression for 5 time points (over 4–60 days) in mice following treatment with 6 g Dox/kg food. Total RNA was extracted from skeletal muscles (quadriceps) from the hind legs and subjected qRT-PCR analysis. Results represent the mean ± s.e.m. of triplicate measurements performed. ** p < 0.01; *** p < 0.001.

**Figure 5:**
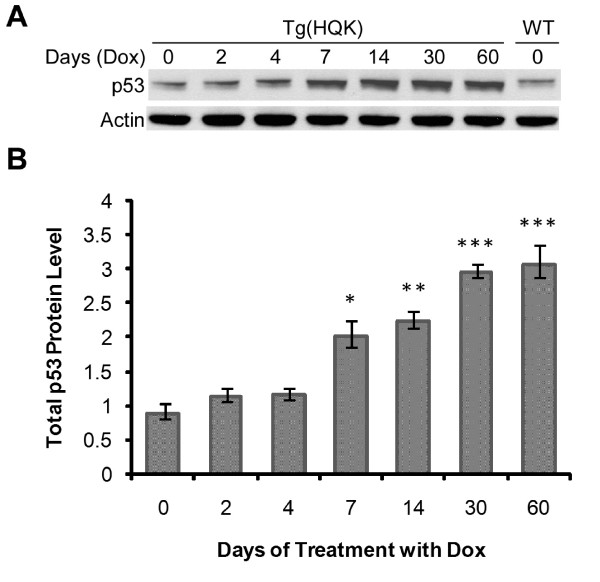
**Total p53 protein level is up-regulated in the skeletal muscles of Tg(HQK) mice treated with doxycycline**. Tg(HQK) mice were treated with 6 g Dox/kg food for 0–60 days as indicated, and three animals were taken at each time point. Skeletal muscles (quadriceps) from the hind legs were subjected to immunoblot analysis in three blots. Twenty micrograms of total proteins was loaded for each sample. Skeletal muscle (quadriceps) sample from an untreated wild type FVB mouse (WT) serves as the control to normalize data from the triplicate blots. **A**. A representative immunoblot probed with anti-p53 antibody followed by probing with an anti-actin antibody after stripping. **B**. Plot of the total p53 protein levels over increasing duration of Dox treatment. The p53 protein level for each sample was normalized against the actin level in each blot and expressed as the ratio against the normalized total p53 protein level in the untreated wild type FVB mouse on the same blot. The error bars denote standard errors calculated from the three blots. The bars with asterisk(s) indicate a statistically significant difference when compared to the 0 day Tg(HQK) samples. *p < 0.05; ** p < 0.01; *** p < 0.001.

### Deregulation of Genes Involved in p53-Dependent G_1 _Cell Cycle Arrest and Apoptosis

Systematic examination of the genes differentially expressed following PrP^C ^over expression revealed over 60 genes that were annotated, or cited in PubMed, as being p53 responsive genes. We used the IPA tool to build a network of potential regulatory interactions between the products of these genes; the resulting network is shown in Figure 6. The genes making up this network are primarily involved in the regulation of the cell cycle and cell death. 

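Nfkb1, which encodes a subunit of NF-kappaB, fell by 0.26 in Tg(HQK) muscle (SE 0.06, adjusted p = 0.000594; -0.16 at day 0) and was lower in 12 of 12 pairs, on a probe in rows 1 to 8. Its other probes, in rows 9 to 19, were at -0.25 (adjusted p = 0.0197) and -0.54 (adjusted p = 3.25e-08). Tnip1, an inhibitor of NF-kappaB signalling, rose by 1.51 in rows 1 to 8, against -0.08 on another probe (adjusted p = 0.0554). NFKB2 has no named probe.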

A number of these are transcription factors including the proinflammatory regulator NF-κB which has been shown to be activated in degenerating muscle of Duchenne muscular dystrophy patients and dystrophin-difficient mouse models [43-45]. Two products of up-regulated genes induced in Tg(HQK) muscle, CDNK1A (cyclin-dependent kinase inhibitor, p21) and GADD45B (growth arrest and DNA-damage inducible, beta), stand out as crucial to the initiation of cell cycle arrest mediated by activated p53. p53 tightly controls the expression of CDNK1A, which mediates the p53-dependent cell cycle arrest at the G1 phase by binding to and inhibiting the activity of cyclin-CDK2 or cyclin-CDK4 complexes in response to a variety of stress stimuli. 

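Cdkn1a lies on chromosome 17 of GRCm38.p6 from 29090979 to 29100722. Its log2 ratio of Tg(HQK) over WT was 2.14 (SE 0.14, n = 12, adjusted p = 1.56e-11), on a probe in rows 1 to 8, and 0.55 to 3.30 in single pairs. Cdkn1a was at -0.03 ± 0.06 (SD, n = 2) before Dox, at 0.99 ± 0.38 (SD, n = 3) at day 4, at 2.27 ± 0.32 at day 7 and at 2.71 ± 0.52 at day 30. In KO muscle it was at 0.16 across days 4 to 30 (adjusted p = 0.651), and the test of the difference between Tg(HQK) and KO gave an adjusted p of 2.12e-06. In the library labelled KO day 7 replicate 1 Cdkn1a was at 1.72. Gadd45b, a growth arrest gene induced by DNA damage, was at -0.01 (SE 0.05) and did not pass (adjusted p = 0.822). In single Tg(HQK) pairs on Dox Gadd45b was at -0.16 to 0.15.

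**Figure D3:**
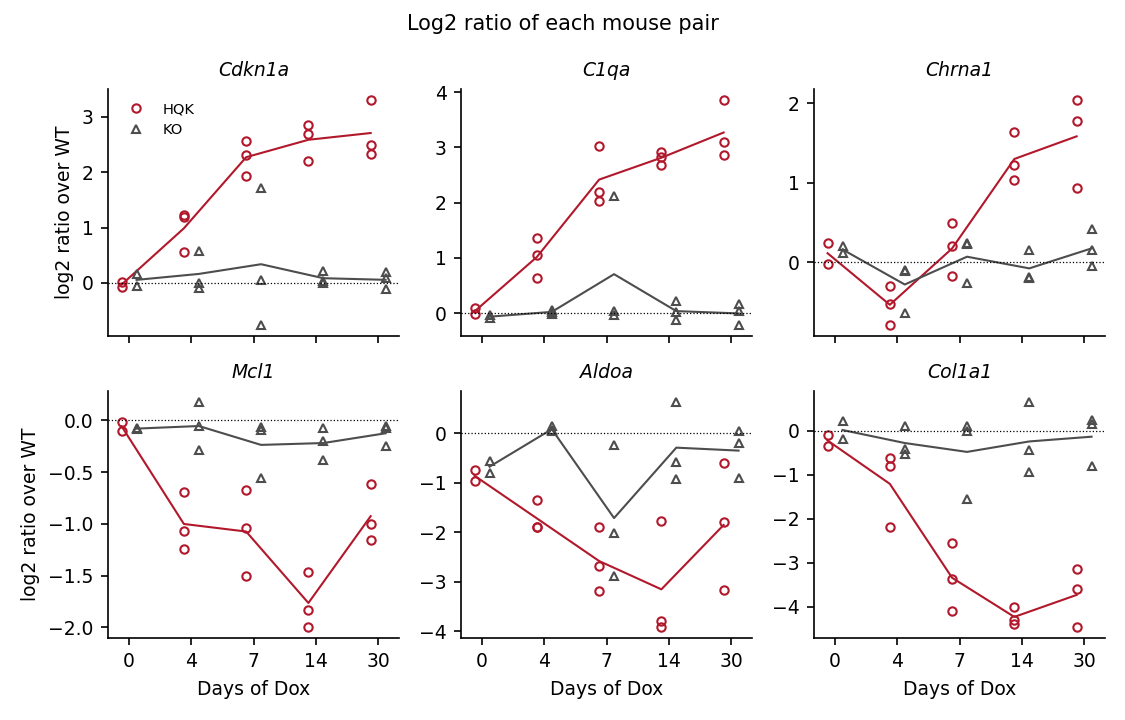
Log2 ratio over WT of Cdkn1a, C1qa, Chrna1, Mcl1, Aldoa and Col1a1 by day of Dox treatment, with a circle for each Tg(HQK) pair, a triangle for each KO pair and lines for the means; all but Col1a1 have probes in rows 1 to 8. Cdkn1a is at 0.55 to 3.30 in Tg(HQK) pairs on Dox, and Col1a1 at -4.45 to -0.62.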

Expression of CDNK1A was confirmed by qRT-PCR to be increased by more than 20-fold over that in control WT mice at 30 days post induction. The up-regulation of GADD45A, closely related in function to GADD45B, was also confirmed by qRT-PCR. These genes are often coordinately expressed and can function cooperatively to inhibit cell growth and induce apoptosis. Other up-regulated genes known to play a role in cell-cycle arrest are RB1, which binds to E2F transcription factors to prevent transcription of genes required for the G1 to S phase transition, and CGREF1, which is produced in response to stress and serves as a negative regulator of the cell cycle [46]. 

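Rb1, the retinoblastoma gene on chromosome 14 from 73192858 to 73325951, rose by 0.25 in Tg(HQK) muscle (SE 0.05, n = 12, adjusted p = 0.000352) and was higher in 11 of 12 pairs, but was at 0.09 and did not pass after centring on the print position. It was at 0.04 ± 0.14 (SD, n = 3) at day 4 and at 0.56 ± 0.23 at day 30. Another probe of Rb1, in rows 1 to 8, was at 0.65 (SE 0.06). The test of the difference between Tg(HQK) and KO gave an adjusted p of 0.00237 for Rb1. CGREF1 has no named probe.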

Taken together these gene expression changes indicate p53-dependent G1 cell cycle arrest was induced in Tg(HQK) muscle following induction of PrP^C ^expression.

**Figure 6:**
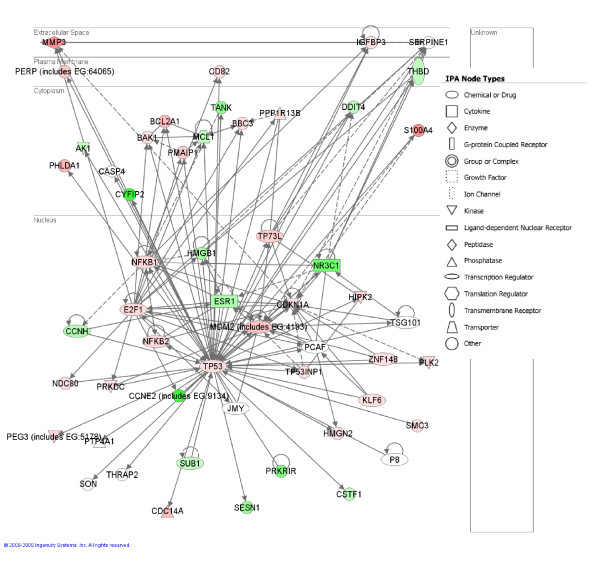
**p53-regulated pathway analysis using the Ingenuity Pathway Knowledge Base (IPKB)**. This figure illustrates potential functional relationships of TP53 responsive genes de-regulated in the muscles of Dox-treated Tg(HQK) mice. Direct (solid lines) and indirect (dashed lines) interactions reported for these genes (grey shading) in the IPKB database. Color shading corresponds to the type of de-regulation: red for up-regulated genes, and green for down-regulated genes. The shape of the node indicates the major function of the protein (see key), and a line denotes binding of the products of the two genes while a line with an arrow denotes 'acts on'.

Following cell cycle arrest, cells either recover or undergo p53-mediated apoptosis due to transcriptional activation of a number of pro-apoptotic genes. Key transducers of apoptosis include PMAIP1 (phorbol-12-myristate-13-acetate-induced protein 1 or Noxa) [47,48] and BBC3 (BCL2 binding component 3 or PUMA) [49,50]. Both were significantly up-regulated based on our microarray analysis. 

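Bak1, a pro-death member of the BCL2 family, was at 0.02 in Tg(HQK) muscle (SE 0.07) and did not pass (adjusted p = 0.774). It was higher in 5 of 12 pairs, with -0.33 ± 0.13 (SD, n = 3) at day 14 and 0.34 ± 0.48 at day 30. No probe is named for PMAIP1, BBC3 or BAX.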

PMAIP1 induces the expression of other death effectors including BAK1 [51,52], which was also significantly induced in Dox-treated Tg(HQK) muscles. 

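Mcl1, a pro-survival member of the BCL2 family on chromosome 3 from 95656944 to 95663179, was at -1.19 in Tg(HQK) muscle (SE 0.07, adjusted p = 4.07e-12) on a probe in rows 1 to 8 and lower in 12 of 12 pairs, but at 0.29 with the loess curve fitted on rows 9 to 19. Its other probes were at -0.28 (SE 0.05) and 0.03 (SE 0.06). The brightest probe of Mcl1, in rows 1 to 8, was at -1.76 ± 0.27 (SD, n = 3) at day 14 and at -0.93 ± 0.28 at day 30. Bok, a pro-death member of the family, rose by 0.19 (SE 0.05, adjusted p = 0.000824) and was higher in 10 of 12 pairs, while another probe was at -0.09 (adjusted p = 0.167) and the mean of its probes, at 0.05, did not pass.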

Deregulation of other apoptosis effector genes includes induction of the pro-death genes BOKI and the down-regulation of MCL1, a pro-survival BCL2 homologue. Numerous studies have identified the pro-apoptotic regulator BAX to be a major mediator of p53 induced apoptosis [53]. BAX was not identified as up-regulated by our microarray analysis because of the high cut-off value (> = 3-fold), but qRT-PCR revealed a modest up-regulation of the BAX gene (1.5–3.0 fold) over time following PrP over-expression. Similar to p53, TP73L (p63) can mediate apoptosis and was also found to be induced in atrophic muscles of Tg(HQK) mice. Less is known about the regulatory pathways triggered by p63 and its transcriptional targets have not been fully characterized [54-57]. Moreover, both the p53 apoptosis effector gene PERP and the p53-inducible ubiquitin ligase p53RFP (RNF144B) were significantly induced in the Tg(HQK) muscles as well. PERP is a potential marker of p53 driven apoptosis since it has been found to be induced in p53-driven apoptotic cells but not in p53-dependent G1 arrested cells and p53RFP has also been shown to be involved in switching a cell from p53-mediated growth arrest to apoptosis [58,59].

These data indicate that not only do muscle cells of Dox-treated Tg(HQK) mice undergo p53-dependent cell cycle arrest, but at least in some instances they go on to undergo apoptosis, which strongly suggests that p53-regulated pro-apoptotic pathways play an important role in PrP-mediated myopathy.

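Among further genes of cell death, Bik, a pro-death BH3-only protein, was at 0.57 (SE 0.11, n = 12) in rows 1 to 8, and at -0.39 after centring on the print position. Bad, another BH3-only protein, fell by 0.43 (SE 0.16), but was at -0.25 and did not pass with the loess curve fitted on rows 9 to 19, nor in 3 of the fits without 1 pair. Cycs, cytochrome c, was at -0.44 (SE 0.13), and at 0.13 with that curve. With Apaf1, 4 of 11 pro-death genes were higher, 4 were lower and 3 did not pass (the same adjusted over the list alone), with a median of -0.02, a mean of 0.03 and camera's direction up (adjusted p = 0.969, and 0.984 with an estimated correlation). Bag1, a cochaperone that protects from cell death, rose by 0.25 (SE 0.05) in rows 1 to 8. Bcl2l1, a pro-survival BCL2 relative, fell by 0.20 (SE 0.08; -0.21 at day 0), but did not pass with loess over the whole array (-0.07), with median centring (-0.12), without the 3 pairs with 1 array or in 4 of the fits without 1 pair. Hax1, a mitochondrial pro-survival protein, fell by 0.19 (SE 0.07; -0.12 at day 0), but was at -0.03 and did not pass after centring on the print position, nor in 3 of the fits without 1 pair. With Mcl1, 1 of 6 pro-survival genes was higher and 4 were lower (the same adjusted over the list alone; median -0.16, adjusted p = 0.434, and 0.701 with an estimated correlation). The paper reads its expression data as p53-dependent arrest of the cell cycle in muscle cells of these mice, with apoptosis after it in some instances, and as a sign of an important role of p53-regulated pro-apoptotic pathways in the myopathy.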

## Discussion

We have previously described the generation of the Tg(HQK) transgenic mice, in which Dox-induced over-expression of PrP^C ^specifically in the skeletal muscles causes a primary myopathy that is correlated with accumulation of an N-terminal truncated PrP C1 fragment [6]. The aim of this study was to determine the molecular basis for the PrP-mediated myopathy by microarray analysis. The ultimate goals are to fully understand the detailed molecular pathways of PrP-mediated myopathy, so that we can better understand the role of PrP in both normal and diseased muscles and provide some clues on the pathogenic mechanism of prion diseases. Utilizing two DNA microarrays, we identified more than 1000 genes that were temporally deregulated in a specific and highly consistent manner following induction of PrP^C ^over-expression in the muscles of Tg(HQK) mice and the subsequent development of myopathy. The transcriptional profiles in the muscles of Dox-treated Tg(HQK) mice strongly implicate toxicity-induced pro-apoptotic pathways in PrP-mediated myopathy, and they are quite different from the changes previously described in systemic, disuse, and denervation muscle atrophy.

Interestingly, the transcription factor MEF2C was found to be down-regulated at both the mRNA and protein levels in PrP^C^-mediated myopathy. MEF2C is expressed specifically in muscle and brain, where it is a target for signaling pathways involving calcium [60]. MEF2C regulates the expression of a majority of muscle-specific genes, and interacts with members of the MyoD family of proteins to activate muscle differentiation [29]. 

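Fkbp1a, which stabilizes the ryanodine receptor, was at 2.37 in Tg(HQK) muscle (SE 0.12, n = 12) in rows 1 to 8, with other probes at -0.32 and -0.01. Pvalb, the calcium buffer of fast muscle fibres, fell by 0.79 (SE 0.09) in 12 of 12 pairs, but was at -0.08 and did not pass with the loess curve fitted on rows 9 to 19. Calm3, a calmodulin gene, fell by 0.69 (SE 0.10; -0.40 at day 0), with another probe at -0.43. Of 14 genes of calcium handling 2 were higher, 7 were lower and 5 did not pass (the same adjusted over the list alone), with a median of -0.27. Camera gave an adjusted p of 0.298, and 0.515 with an estimated correlation.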

Calcium signaling was one of the pathways significantly induced in Dox-treated Tg(HQK) mouse muscles as evidenced by a very small p value of 8.75 × 10^-9^. The PrP^C ^protein has itself been shown to play a role in Ca^2+ ^homeostasis [61-63] and it is possible that over-expression of PrP^C ^results in perturbations in Ca^2+ ^signaling, which in turn modulates the activity and/or expression of MEF2C. As calcium regulation has also been shown to be altered during prion-induced neurodegeneration, this finding potentially links the molecular changes occurring in Tg(HQK) myopathy to the pathobiology of prion diseases.

The most striking finding is the strong and statistically highly significant induction of a p53-regulated pro-apoptotic network in Tg(HQK) mouse muscles following induction of PrP^C^. Central to this network are induction of p53 protein expression and strong induction of genes responsible for arresting the cell cycle, as well as a number of p53-regulated pro-apoptotic (up-regulated) and anti-apoptotic (down-regulated) genes. p53 is a critical tumor suppressor and transcription factor, and it has been linked to cell death in the central nervous system in a number of disorders including most notably neurodegenerative disorders such as Alzheimer's disease and prion diseases [64-66]. The expression of p53 protein has been found to rapidly increase in neurons in response to a range of insults including DNA damage, oxidative stress, metabolic compromise, and cellular calcium overload. Over-expression of PrP^C ^has been shown to enhance staurosporine-induced toxicity and activation of caspase-3 in the HEK293 kidney cell line [67] and increase sensitivity to apoptotic stimuli via p53-dependent pathways in TSM1 neuronal cell line [20]. Conversely neurons devoid of PrP^C ^expression were reported to display lower responsiveness to staurosporine, also via p53-dependent pathways [5].

One of the main pro-apoptotic effectors of p53 is BAX, which plays a major role in regulating neuronal death in the brain in response to a number of stimuli [68,69]. The role of BAX in prion-induced neurodegeneration is not well understood; both BAX-dependent and BAX-independent mechanisms appear to underlie the action of neurotoxic forms of prion proteins [70]. However, in the muscle of Dox-treated Tg(HQK) mice, only a marginal increase in BAX expression was observed whereas significant over-expression of other p53 regulated pro-apoptotic proteins, including BAK1, BBC3 and PMAIP1, and MCL1, were detected, suggesting that PrP^C^-mediated myopathy observed in this model may depend on Bax-independent pathways that involve BAK1, BBC3, PMAIP1, and MCL1.

We propose a working model to explain the mechanism of PrP-mediated myopathy (Figure 7). Dox-induced over-expression of PrP^C ^in the muscles leads to accumulation of the N-terminal truncated PrP C1 fragment, which in turn activates p53, thereby inducing p53-regulated pro-apoptotic networks and myopathic changes.

**Figure 7:**
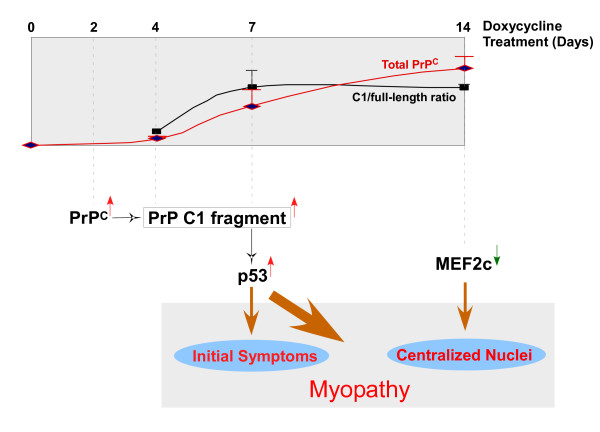
**Mechanism of PrP-mediated myopathy**. Accumulation of an N-terminal truncated PrP C1 fragment in muscle activates p53 resulting in the induction of p53-regulated pro-apoptotic networks and myopathic changes. PrP^C ^over-expression also results in down-regulation of MEF2C, which may be partially responsible for the progressive central nuclei localization observed in the muscles of Dox-treated Tg(HQK) mice.

PrP accumulation has been observed in the skeletal muscles of patients with inclusion-body myositis, polymyositis, dermatomyositis, and neurogenic muscle atrophy, and we have previously reported that over-expression of wild type PrP in the skeletal muscles is sufficient to cause myopathy in the Tg(HQK) mice [[7] and references therein], which suggest that muscular accumulation of PrP may contribute to the pathogenesis of some human muscle diseases. Our finding that p53-related pathways play a major role in the myopathy in Tg(HQK) mice suggests that p53 and p53-related pathways may also be critical to the pathology of some human muscle disease patients and p53 and p53-related pathways may serve as potential targets for therapeutics development against these muscle diseases.

As we have previously reported [7], the preferential accumulation of the truncated PrP C1 fragment, which is generated through endoproteolysis of PrP^C ^during normal protein processing in the brain [8-12] and the muscle [7], was closely correlated with myopathic changes in Dox-treated Tg(HQK) mice. We hypothesize that it is this C1 fragment that is the toxic species in the Tg(HQK) model, which is supported by recent reports showing that over-expression of the C1 fragment increases cell death and caspase-3 activity through a p53-dependent mechanism [20,71]. Truncation of PrP^C ^occurs between residues 110 and 111 within a region shown to play a pivotal role in its conformational transition to PrP^Sc^. So a better understanding of modulation of this cleavage event and the mechanism for the truncated PrP fragments as mediators of a toxic cellular response may be very important in dissecting prion disease pathogenesis.

## Conclusion

In summary, we used microarrays to determine the molecular mechanism that underlies the myopathy observed in PrP over-expressing mice. The transcriptional changes induced in the Dox-treated Tg(HQK) mice are quite different from the changes previously described in systemic diseases and disuse and denervation atrophy. Significantly we found that the p53 protein and p53-regulated pro-apoptotic pathways are highly activated in the muscles of doxycycline-treated Tg(HQK) mice, correlating well with the observed myopathic changes. To our best knowledge, this is the first in vivo evidence that directly links p53 to a wild type PrP-mediated disease. We hypothesize that it is the preferentially accumulated truncated C1 fragment in the muscles of doxycycline-treated Tg(HQK) mice that activates the p53 pathway, resulting in the primary myopathy. This is consistent with recent reports showing that over-expression of the C1 fragment increase cell death and caspase-3 activity through a p53-dependent mechanism in cell culture models.

Dissecting how PrP regulates the p53 pathways may help understand PrP-mediated pathogenesis in both muscle diseases and prion diseases. Neuronal loss, a salient feature of prion diseases, has been reported to be due to neuronal apoptosis in prion-affected humans and animals [72-75]. p53 has been shown to be a critical player in PrP or PrP fragments-mediated cytotoxicity in neurons [5,20-22]. Therefore, our finding that p53 plays a major role in PrP-mediated myopathy and our future follow-up studies on the detailed molecular mechanisms of how PrP over-expression leads to p53 activation in the muscles, may also provide some clues on the molecular mechanism of prion pathogenesis in the brain.

## Authors' contributions

SAB and QK conceived the work and jointly participated in its design and coordination. JL performed the animal experiments and immunoblots and, along with SAB and QK, participated in drafting the manuscript. QK provided tissue samples for transcriptional profiling, and SH and MW provided the early-stage characterization and care for the animals. SM, GS and LL performed the RNA extractions, microarrays and RT-PCR validation. SAB and DP coordinated and performed all the bioinformatic and statistical analyses of array data. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Genes up-regulated in Tg(HQK) muscle following induction of PrP over-expression**. The data provided represents a list of genes determined to be up-regulated following induction of PrP over-expression in Tg(HQK) muscle. Genes include those found to be temporally de-regulated on the BMAP platform and those found using the Agilent microarray platform at 14 days post induction. Click here for file

Additional File 2 **Genes down-regulated in Tg(HQK) muscle following induction of PrP over-expression**. The data provided represents a list of genes determined to be down-regulated following induction of PrP over-expression in Tg(HQK) muscle. Genes include those found to be temporally de-regulated on the BMAP platform and those found using the Agilent microarray platform at 14 days post induction. Click here for file

# Supplementary material for: Activation of p53-regulated pro-apoptotic signaling pathways in PrP-mediated myopathy
**Source:** BMC Genomics. 2009 Apr 28;10:201. doi: 10.1186/1471-2164-10-201
**Supplement:** Additional File 1 — Genes up-regulated in Tg(HQK) muscle following induction of PrP over-expression. The data provided represents a list of genes determined to be up-regulated following induction of PrP over-expression in Tg(HQK) muscle. Genes include those found to be temporally de-regulated on the BMAP platform and those found using the Agilent microarray platform at 14 days post induction.

A fold change value is provided for genes identified on the Agilent arrays at 14 days post Dox treatment. A * denotes that the gene was identified on the BMAP arrays and had a fold change greater than 3 for at least one of the time points tested 0, 4, 7, 14, 30 or 60 days post Dox treatment.

# Supplementary material for: Activation of p53-regulated pro-apoptotic signaling pathways in PrP-mediated myopathy
**Source:** BMC Genomics. 2009 Apr 28;10:201. doi: 10.1186/1471-2164-10-201
**Supplement:** Additional File 2 — Genes down-regulated in Tg(HQK) muscle following induction of PrP over-expression. The data provided represents a list of genes determined to be down-regulated following induction of PrP over-expression in Tg(HQK) muscle. Genes include those found to be temporally de-regulated on the BMAP platform and those found using the Agilent microarray platform at 14 days post induction.

A fold change value is provided for genes identified on the Agilent arrays at 14 days post Dox treatment. A * denotes that the gene was identified on the BMAP arrays and had a fold change greater than -3 for at least one of the time points tested 0, 4, 7, 14, 30 or 60 days post Dox treatment.

How the deposited data were processed for this re-analysis (not part of the article)

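RNA from quadriceps muscle of Tg(HQK) mice and of KO mice was hybridized against RNA of WT mice on 2-color cDNA arrays, with 53 arrays for 28 mouse pairs at 0, 4, 7, 14 and 30 days of Dox at 6 g per kg of food. Every day has 3 pairs for each line, except day 0 with 2. Of the pairs, 25 have both dye orientations and 3 have 1 array. The 14 WT mice were each hybridized against a Tg(HQK) mouse and a KO mouse of the same day and number, so the comparisons of the lines with WT share their WT samples. Arrays of the last time point named in the paper, and the Agilent arrays, were not analysed here.

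The deposited files of each array hold foreground and background intensity of both channels for every spot, from the authors' scans, on the linear scale. The deposited value columns hold log2 ratios that the authors normalized, and these served as an alternative. For each array the deposited log2 ratios were checked against those made here from the intensities (r 0.881 to 0.993). Array median intensity ran from 217.9 to 3857.2 in the channel of the line and from 225.1 to 2986.6 in the WT channel. The median signal over background was 13.17 (2.99 to 70.52) and 10.38 (2.83 to 50.16) in these channels. Between 1.29% and 10.67% of the spots of an array lay under 2 times the background in both channels.

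Intensities were background corrected with normexp (offset 50), and log2 ratios normalized by loess within each sub-grid (span 0.3, 4 iterations) in limma 3.58.1 under R 4.3.3. Ratios were turned to line over WT, the dye effect of each probe was estimated from the dye-swapped pairs and subtracted, and the arrays of a pair were averaged. Before the dye correction the turned arrays of the 25 dye-swapped pairs had a median r of -0.098 with each other (-0.779 to 0.758, 15 below 0). The median was 0.546 in the 11 Tg(HQK) pairs on Dox and -0.4515 in the other 14 pairs, with 13 of these below 0. After the correction the median of all 25 was 0.332 (-0.85 to 0.896, 8 below 0). No array was turned because of its values. For one array of HQK day 4 replicate 3 the source name of 1 channel says day 0, while its title, treatment fields and WT partner say day 4, which was taken. Figures and tables were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

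Of 16315 probes 4341 carry a gene symbol (2941 symbols), from the array's own names (2471), reference accessions (916), the study's lists (590) and UniGene clusters (364). Gene positions are those of GRCm38.p6. The fixed gene lists used 3838 probes (2602 symbols) named without the study's lists.

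Group means of each line and day were fitted with limma over all 28 pairs, with 18 residual degrees of freedom and 3.25 prior degrees of freedom. The time course test was limma's moderated F test over the 5 means of a line, at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 3-fold on 1 day or more. These are the thresholds of the paper. It used EDGE, which was not available, so the F test stands in for it. Single days, the mean of days 4 to 30, that mean less day 0, and day 30 less day 4 were tested with moderated t tests, and the difference between the lines with an F test over the 5 differences. All adjusted p values of single genes are from limma.

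Genes named in the text were chosen by a rule: genes that the paper's Results name, plus Prnp and Prnd; the 10 highest and 10 lowest named probes of the Tg(HQK) time course with 1 sign in every pair on Dox; the probes of the KO time course; the 5 highest and 5 lowest of day 30 less day 4; and in each gene list up to 4 members with the largest change. The paper's tables were seen when the rule was written. A gene with several probes is given by its brightest probe, and the text says where another disagrees. Dnajc10, and the genes picked for having several clones, were named after their values were seen. Some genes that the rule names are not reported here, and their values are left out of the counts of single-gene values under the alternatives.

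The 30 fixed lists, written from general knowledge, and 16 lists from the tables of the study were tested with camera (preset correlation 0.01) on 1 probe per gene. They cover p53 targets, pro-death and pro-survival genes, lysosome, proteasome, atrophy, denervation, myofibril, regeneration, oxidative phosphorylation, citric acid cycle and fatty acid oxidation, glycolysis, oxidative stress, endoplasmic reticulum stress, heat shock, proliferation, macrophages, fibroblasts and matrix, nerve and Schwann cells, adipocytes, erythroid cells, endothelium and smooth muscle, calcium handling, sterol and fatty acid synthesis, interferon response, circadian clock, translation factors, neighbours of Prnp, ribosomal proteins and mitochondrial ribosomal proteins. Lists with fewer than 5 measured genes were counted only, which left 27 fixed lists under test. For every fixed list the counts in Tg(HQK) muscle were the same when adjusted over the list alone. The lists of the study were chosen on the same samples and are not independent evidence.

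On simulated data of this design, with 200 of 16315 probes changed at each size, the test of the mean over days 4 to 30 called 73% of changes of 1.41-fold and 100% of changes of 2-fold, with 28 false calls. The test of a single day called 62% of changes of 2-fold, with 16 false calls. The time course test with its fold threshold called 5.5% of changes of 2-fold and 100% of changes of 4-fold, with 1 false call, and the test between the lines 16.5% and 99.5%, with 7. Camera and fry called 0 of 24 unchanged lists. The simulated probes were drawn independently, without effects of print position or brightness, so false calls under such effects were not tested.

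Alternatives covered background correction, normalization within and between arrays, the deposited log2 ratios, dim probes, the fold threshold, dye correction, pairs with 1 array, single arrays as the unit, the spread, the WT mouse as a block, a spline of day with 3 degrees of freedom, the choice of probe, the correlation in camera, fry, and leaving out each pair. Added after the data were seen were rows 9 to 19 of the sub-grids alone, centring on print positions, the loess curve fitted on rows 9 to 19, names from the study's lists, and leaving out 2 KO libraries. Across these scalings the median log2 ratio of all probes was -0.05 to 0.05. Label exchanges (up to 100) served to test whether chance gives counts as large.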

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

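The tests of other clones of the same genes, of neighbouring spots and of the KO libraries were chosen after the results they weigh had been seen.

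Between day 4 and day 30 of Dox, C1qa, a complement gene of macrophages, gained 2.25 on the log2 scale in Tg(HQK) muscle, from 1.02 ± 0.37 to 3.27 ± 0.52 (SD, n = 3), on a probe in rows 1 to 8 of the sub-grids. Chrna1, the acetylcholine receptor subunit, gained 2.12 in rows 1 to 8. Arhgap12, a regulator of small GTPases, gained 2.09 (0.41 ± 0.24 to 2.50 ± 0.62) and Tnip1 2.01 (0.41 ± 0.82 to 2.42 ± 0.78), both in rows 1 to 8. Another probe of Tnip1 did not pass over the 4 days. A probe of Atp5b in rows 1 to 8, not its brightest, gained 1.90, and the probes of this gene differ in sign over the 4 days. Taf9b was at -2.60 on this difference, with -1.24 ± 0.71 at day 4 and -3.84 ± 0.72 at day 30, and its mean was at 0.05 with the loess curve fitted on rows 9 to 19. Col1a1 was at -2.53 on this difference, its mean was at -0.026 with that curve, and its other probe fell far less over the 4 days. Ykt6, a membrane fusion protein, was at -1.90 (0.59 ± 0.26 to -1.30 ± 0.37), with another probe of the gene at 0.68 over the 4 days, where its mean was at -0.20 with that curve and at 0.11 centred on print positions. Rab3a, a GTPase of vesicle release, was at -1.82 (-0.12 ± 0.12 to -1.94 ± 0.37), with another probe at -0.38 over the 4 days, where the brighter was at -1.17. Sub1, a transcription coactivator, was at -1.77 (-0.14 ± 0.10 to -1.90 ± 0.48), with another probe at 0.15 over the 4 days, where the brighter was at -1.23, and at 0.15 with the loess curve fitted on rows 9 to 19. In all, the test of day 30 against day 4 called 2579 probes, 1622 up and 957 down, but 1671 with median centring, 927 without HQK day 30 replicate 2, and 1418 to 1650 with any 1 of 3 other pairs left out. The 10 splits of these samples are too few for a share under 0.05; the highest other split gave 630.

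The test of the difference between Tg(HQK) and KO over the 5 days called 996 probes. Exchanging the lines within WT mice gave up to 955 in the other 99 of 100 draws, under the real count. Without HQK day 30 replicate 2 the real count was 894. A day exchanged whole changes only its sign, which the F test does not see, so the exchange does not decide on chance here. In the draw with 955 probes 1 of the 4 Dox days had its mice split, as had day 0, and each other day was kept or exchanged whole.

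Probes higher in Tg(HQK) crowd into one part of the array, a pattern the paper does not report: 98.1% of them lie in rows 1 to 8, and up to 30 of the 47 clones at a single print position (row 3, column 17) were higher, against at most 12 in random draws. Print positions held 0.278 of the variance of the Tg(HQK) mean of days 4 to 30, against at most 0.0281 in 1000 permutations. The share was 0.1406 for the KO mean, KO day 7 replicate 1 included, 0.0665 at KO day 0 and 0.058 at Tg(HQK) day 0. Higher probes also moved together between the pairs of a group (median r 0.6336, and 0.0069 for random probes). The tables argue against a rise of the transcripts these clones are named for as the whole cause, since 294 other clones of the same genes in rows 9 to 19 had a median of -0.09 (-0.0875 before rounding) with 37.76% of them above 0, and none was higher in the time course. They argue against normalization within sub-grids, since with median centring alone 97.09% lay in rows 1 to 8. A signal added to the Tg(HQK) channel whatever the gene stays open. Within the raised print positions the ratio did not fall with brightness in WT RNA (rho 0.0309), as such a signal would predict. That test does not decide, since loess had already adjusted the ratios for intensity. A fall is also not particular to raised probes, with rho -0.456 in rows 9 to 19. Whether clones in rows 1 to 8 hold another sequence than their accession says stays open (r 0.1478 between the intensities of clones of one gene across the parts of the sub-grid, 0.1638 within rows 9 to 19, -0.0128 within rows 1 to 8, and 0.1124 with the raised print positions, where random pairs reached 0.1429). A biological change of whatever sequences those spots hold also stays open.

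The library labelled KO day 7 replicate 1 resembles Tg(HQK) muscle on Dox, with a slope of 0.742 on the Tg(HQK) profile, where 12 other KO libraries had -0.109 to 0.169. A deviating WT mouse as the cause is argued against, since the library also followed the Tg(HQK) pairs of other WT mice in rows 9 to 19 (r 0.621, those 12 at -0.394 to 0.345). It may hold RNA of a Tg(HQK) mouse on Dox. Its line channel was also brighter than its WT channel, by 1.678 on the log2 scale before normalization. This brightness difference was 0.289 to 1.587 in the Tg(HQK) pairs on Dox, and -0.536 and 0.069 in those at day 0. In the 12 other KO libraries it was -1.334 to 0.861. Whether it contributes to the likeness was not tested. The median of 2 probes chosen as lower in those 12 KO libraries, Prnp not counted, was -0.02. KO day 14 replicate 2 was set aside in that choice too, and these probes were at 0.16 and 0.24 in it. The 12 libraries, each left out of the choice in the same way, had -1.777 to -1.01 on 1 or 2 probes. Tg(HQK) pairs on Dox had -0.162 to 0.794. At Tg(HQK) day 0 the 2 probes chosen from the 12 KO libraries were at -0.686 and -0.7893, so they do not mark KO alone. The library labelled KO day 14 replicate 2 has a median of 0.197 on 2 probes chosen in that way but a slope of -0.029, and may hold RNA without the KO difference. No sample was given another label because of these values, and no biological explanation was tested.

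Probes lower in the Tg(HQK) time course crowd into 5 of the 48 sub-grids, which hold 43.83% of them. A fall of their transcripts as the whole cause is argued against, since 51 bright clones of the same genes elsewhere had a median of -0.05 relative to equally bright probes (-0.0493 before rounding, 95% interval -0.25 to 0.09), though -0.56 before that comparison, against -0.29 for bright probes of rows 9 to 19. Whether neighbouring spots share a lower ratio stays open: 10 neighbours were lower together, against a median of 3 and at most 10 in random placements, and at most 15 in placements among probes as bright. Loess within sub-grids is a candidate cause of the crowding, since with loess over the whole array these sub-grids held 16.28% of 43 lower probes. With median centring only these sub-grids held 11.65% of 103 lower probes, so probes were called lower without any loess too. Raised probes of rows 1 to 8 may pull the loess curve up, since with the curve fitted on rows 9 to 19 the number of lower probes was 5.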

How the results depend on the processing

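Rows 9 to 19 alone, centring on print positions, the loess curve fitted on rows 9 to 19 and leaving out 2 KO libraries were chosen after the data had been seen, and the other alternatives before. For every change below the cause was not tested, except where fewer probes, fewer libraries or a lower threshold make it.

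Of the single-gene values under all alternatives, 6814 kept their direction and side of the threshold, 16 passed it newly, 73 lost it and 38 reversed. With loess over the whole array Srpk3 went to -0.028 and Rpl36 to 0.13, and with the mean of all probes Zfand5 went to 0.15. Centred on print positions, Srpk3 was at -0.10, Ykt6 at 0.11, H2az1 at -0.10, Per1 at -0.060, Bik at -0.39, Hdac5 at -0.62 and Gsr at 0.059. With the loess curve fitted on rows 9 to 19, Lamp1 was at 0.73, Rpl36 at 0.60, Glul at 0.41, Prnp at 0.39, Hspe1 at 0.32, Hsp90ab1 at 0.31, Mcl1 at 0.29, Mrps33 at 0.26, Rps3a1 at 0.25, Tnnc1 at 0.23, Palm, Sucla2 and Hspa9 at 0.21, Zfand5 and Rpl7a at 0.20, Sub1, Csf1r and Gsr at 0.15, Eif4g2 at 0.14, Cycs at 0.13, Eif3g at 0.12, Gm2a at 0.11, Prdx3 at 0.0745, Sod2 at 0.0601, Taf9b at 0.0494, Nsdhl at 0.0218, Ogdh at 0.0136 and Clock at 0.0125.

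The Tg(HQK) time course count of 1057 was 11370 with no fold threshold, 2233 at 2-fold, 132 in rows 9 to 19 only and 619 (399 higher) centred on print positions. Under the other alternatives it stayed within 1.5 times, among them loess over the whole array (1088), the deposited log2 ratios (1061) and the curve fitted on rows 9 to 19 (1248, 1243 of them higher). Leaving out single pairs gave 948 (without HQK day 30 replicate 2) to 1198 (without HQK day 30 replicate 1). The difference between the lines, 996, was 7739 with no fold threshold, 2024 at 2-fold, 133 in rows 9 to 19 only and 600 centred on print positions; leaving out single pairs gave 894 to 1154. With the WT mouse as a block it was 996, with 994 of the probes shared, and with a spline 971. A fit of one line alone gives no value for this difference.

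The KO time course count of 1 was 5 with no fold threshold and with plain background subtraction, 3 at 2-fold, 2 with median centring and with 2 KO libraries left out, and 0 in a fit of one line alone and with the curve fitted on rows 9 to 19. Leaving out single pairs gave 1 to 2, with 2 without KO day 7 replicate 1. The mean of days 4 to 30 in KO, 11, was 18 with the deposited log2 ratios and 59 with 2 KO libraries left out, and 5 (without KO day 14 replicate 3) to 40 (without KO day 7 replicate 3) leaving out single pairs. It was also 6 without KO day 4 replicate 1 or 3, 7 without KO day 7 replicate 2, KO day 14 replicate 1 or KO day 30 replicate 3, 24 without KO day 7 replicate 1 and 23 without KO day 14 replicate 2.

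At day 0 limma called 0 probes in Tg(HQK) (818 at an unadjusted p under 0.05), 3 without background correction, 1 with median centring, 7 with the deposited log2 ratios and 1 with the dimmest probes left out. Leaving out single pairs gave 0 to 7: 7 without HQK day 0 replicate 2, 2 without HQK day 7 replicate 3 or KO day 4 replicate 2, and 1 without HQK day 4 replicate 1 or 3, KO day 7 replicate 1, KO day 14 replicate 2 or 3, or KO day 30 replicate 3. A lone pair at day 0 was assumed to vary like the other groups. The day 30 count was 5311 with the dimmest probes left out, and the day 14 count 4677 in rows 9 to 19 only, with fewer probes tested in both. Leaving out single pairs gave 3719 (without HQK day 4 replicate 3) to 6858 at day 4, 6313 to 9038 at day 7, 6144 to 8677 at day 14, 6695 to 8565 at day 30 and 11668 to 12244 for the mean of days 4 to 30. For that mean less day 0 (5055) they gave 1784 (without HQK day 0 replicate 3) to 5435, with 1921 without HQK day 0 replicate 2. Day 30 less day 4 (2579) was 1671 with median centring and 927 (without HQK day 30 replicate 2) to 3649 leaving out single pairs, with 1418 and 1536 without HQK day 4 replicate 2 and 3, and 1650 without HQK day 30 replicate 3.

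Of the list results under all alternatives 1044 kept direction and side in Tg(HQK), 25 passed newly and 2 lost the threshold, and in KO 961, 3 and 31. Camera called 1 fixed list in Tg(HQK), the citric acid cycle and fatty acid oxidation, against 0 with an estimated correlation, 23 with fry, 3 with median centring (glycolysis and oxidative stress as well), 2 in rows 9 to 19 only, where ribosomal proteins joined it, and 0 with the curve fitted on rows 9 to 19. With camera the adjusted p of the citric acid cycle list ran from 0.000508 with the mean of all probes to 0.515 with an estimated correlation. Fry tests a list for a shift of its own and not against the other genes, and gave 1.51e-07. Leaving out single pairs gave 1 to 1. In KO camera called 5 lists, against 0 with an estimated correlation, 2 with fry and 6 with the WT mouse as a block. Leaving out single pairs gave 1 (without KO day 4 replicate 3) to 6 (without KO day 4 replicate 1), with 2 without KO day 7 replicate 1 or KO day 30 replicate 3 and 3 without KO day 7 replicate 2 or 3.

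Of the clones that the study marks on the cDNA arrays, 88.69% had its direction (86.56% to 91.03% over the alternatives), and of its genes with an Agilent fold change 58.44% (57.14% to 62.5%). The brightest probe of Prnp in KO went from -1.03 to -1.23 with the 2 KO libraries left out, while another probe had a median of -0.03 in the 12 other KO libraries. On simulated data 10.5% of changes of 1.41-fold were called on a single day, so small changes on single days are mostly missed, and detection was not tested by brightness.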

Differences from the paper's values

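The loess curve fitted on rows 9 to 19, and centring on print positions, were chosen after the values had been seen; the other settings named here were set before the data were examined.

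In the KO time course the paper gives 13 genes as differentially expressed, and 1 probe passed here at the same thresholds, with limma's F test in place of EDGE and without the last time point of the paper, which was not analysed here. All 17 alternatives set before the data were examined (0 to 5 probes), and all 28 fits without 1 pair (1 to 2 probes), differ from the paper's 13 as well. For Tg(HQK) the paper's 1499 and the 1057 found here lie within 1.5 times of each other, but the count was 940 with 1 probe per gene, 948 without HQK day 30 replicate 2 and 11370 with no fold threshold, which differ from it by more.

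Agilent fold changes of the paper are from day 14 alone, on arrays not analysed here, and its marks for the cDNA arrays stand for any time point, the last of which was not analysed here. Values below are means of days 4 to 30 unless a day is named, so the samples are not the same. The paper gives the myosin genes Myh6 and Myl3 as lower, from Agilent fold changes. On the cDNA arrays Myh6 was at 0.08 (SE 0.05, n = 12 pairs; 0.11 ± 0.08 at day 14, SD, n = 3; higher with median centring, at 0.19, and without HQK day 4 replicate 1, at 0.13) and Myl3 rose by 0.62 (SE 0.09; 0.65 ± 0.27 at day 14) in rows 1 to 8, but was at 0.082 and did not pass centred on print positions. It gives the cathepsin genes Ctss and Ctsz as higher, also from Agilent fold changes, where they fell by 0.32 and 0.28 here (-0.34 ± 0.21 and -0.28 ± 0.16 at day 14, and for Ctss -0.44 at day 0). It states that Ctsl was not on the arrays, where a probe named Ctsl rose by 0.46. It gives Hexa as higher, which was at 0.08 and did not pass (adjusted p = 0.0552), though it passed with median centring at 0.14 (adjusted p = 0.0107) and, centred on print positions, at 0.105 (adjusted p = 0.0261), in a range of 0.0107 to 0.276 over its alternatives. The paper places the rise of Hexa and Lamp1 at late time points, and at day 30 Hexa was at -0.03 ± 0.12. Hexa also passed without HQK day 4 replicate 2, without HQK day 30 replicate 1 or 2, and without KO day 0 replicate 2 or 3 or KO day 30 replicate 2. Lamp1 is given as higher and was at -0.39 here in rows 1 to 8, with other probes at 0.41, 0.11 and -0.16, and at 0.73 with the loess curve fitted on rows 9 to 19. At day 30 these probes of Lamp1, the first 2 in rows 1 to 8, were at -0.38 ± 0.32, 0.52 ± 0.21, 0.29 ± 0.19 and -0.32 ± 0.33, so 2 of the 4 go the paper's way.

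Psmd2 and Psmd4 are given as higher, the latter from an Agilent fold change, and were at 0.02 and 0.06 on probes in rows 1 to 8, neither past the test, though Psmd4 was at 0.36 ± 0.11 at day 14. With the loess curve fitted on rows 9 to 19 they passed at 0.20 and 0.54. Gadd45b is given as higher and was at -0.01, and with loess over the whole array it was lower, at -0.12. Mdm2, Bak1 and Nfkb1 are given as higher from Agilent fold changes; Mdm2 was at -0.11 (-0.09 ± 0.22 at day 14) and Bak1 at 0.02 (-0.33 ± 0.13 at day 14), neither past the test (Mdm2 was lower with loess over the whole array, at -0.19, and with median centring, at -0.34), and Nfkb1 fell by 0.26 (-0.20 ± 0.17 at day 14) on a probe in rows 1 to 8. Of MDM2 the paper says, from qRT-PCR and not from arrays, that it was marginally changed early and higher at its last 2 time points. The later of these was not analysed here. At day 30 Mdm2 was at -0.26 ± 0.20 (SD, n = 3) and Bak1 at 0.34 ± 0.48. The values that go the paper's way among its own markers are Cdkn1a, which rose by 2.14 in rows 1 to 8 (2.59 ± 0.33 at day 14), Rb1, which rose by 0.25 (0.091, not past the test, centred on print positions), and Bok, which rose by 0.19, with another probe of Bok at -0.09 and the mean of its probes at 0.051, not past the test. Mef2c fell by 1.87, with another probe at 1.66, but was at -0.066 and did not pass with the loess curve fitted on rows 9 to 19, and Psmd6 fell by 0.79. The paper also reports less MEF2C protein by immunoblot and more Cdkn1a RNA by qRT-PCR, neither of which was measured here. Mcl1 was at -1.19 in rows 1 to 8, and at 0.29 with the loess curve fitted on rows 9 to 19.

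Over all clones that the paper marks as found on the cDNA arrays, 376 of 433 given as higher and 165 of 177 given as lower had its direction. Some genes of its tables did not have its direction on their brightest probe, which need not be the clone that the paper marks. Gadd45g, given as higher, fell by 0.66 (-0.61 at day 0). Ogdh and Prdx3, also given as higher, were at -1.83 and -0.55 in rows 1 to 8. With the loess curve fitted on rows 9 to 19 they were at 0.01 and 0.07. Other probes were at -0.69 for Ogdh and 0.43 for Prdx3. Keap1, given as lower, was at 1.72 on a probe in rows 1 to 8, with other probes at -0.13 and 0.00. Of genes with an Agilent fold change, Cd82, Peg3 and Gnas are given as higher and were at -0.68, -0.34 and -3.19 at day 14, the day of those arrays, where Gnas had other probes at 0.02, -0.35 and -0.58, and its mean of days 4 to 30 was at -0.032, not past the test, with the loess curve fitted on rows 9 to 19. Of the same genes, Bpgm and Prkar2a are given as lower and were at 0.83 and 2.33 at day 14 in rows 1 to 8.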

Other observations

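The tests with names from the study's lists, in rows 9 to 19 alone, of neighbouring spots and of genes with several clones were chosen after the results had been seen.

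Among macrophage genes C1qa rose by 2.38 (SE 0.13, n = 12 pairs), Ucp2, a mitochondrial carrier, by 2.33 (SE 0.15) and Fcer1g, an Fc receptor chain, by 2.00 (SE 0.16), all in rows 1 to 8, with other probes of Ucp2 at 0.24 and of Fcer1g at 0.12. Csf1r, the receptor that macrophages need to survive, was at -1.60 (SE 0.18) in rows 1 to 8, at 0.00 on another probe, and at 0.15 with the loess curve fitted on rows 9 to 19. Of 18 genes of the list 8 were higher and 6 lower (median 0.01, camera, adjusted p = 0.908), and 11 lie in rows 1 to 8.

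Among matrix genes Mmp2, a gelatinase, rose by 2.28 (SE 0.11) in rows 1 to 8, against -0.19 on another probe, and Timp2, its inhibitor, by 1.46 (SE 0.10) in rows 1 to 8, with other probes at 0.84, 0.05 and -0.58. With Col1a1 and, in rows 1 to 8, Postn, 6 of 26 genes were higher and 15 lower (median -0.30, adjusted p = 0.318). In rows 9 to 19 alone 2 of 24 were higher and 17 lower (adjusted p = 0.0525). Acta2, the smooth muscle actin, fell by 1.81 (SE 0.16) and Flt1, a VEGF receptor, by 0.73 (SE 0.14), against 0.29 on another probe, where its mean over probes was -0.085 and its value with the loess curve fitted on rows 9 to 19 -0.20, neither past the test. Eng, an endothelial receptor in rows 1 to 8, fell by 0.44 (SE 0.05), with another probe at -0.20, and Pecam1 by 0.40 (-0.23 at day 0). Of 7 genes of endothelium and smooth muscle 0 were higher by limma and 5 lower (0 and 5 at an unadjusted p under 0.05; median -0.40, adjusted p = 0.114).

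Gfap, a filament of glia, rose by 1.51 (SE 0.12) and Nefh, a neurofilament, by 1.06 (SE 0.10), both in rows 1 to 8, while Nefh had another probe at 0.04 and was at 0.097, not past the test, centred on print positions, and Map2, a microtubule protein of neurons, rose by 0.93 (SE 0.08). Of 21 genes of nerve and Schwann cells 7 were higher and 8 lower, with a median of -0.10, a mean of 0.15 and camera's direction up (adjusted p = 0.908). Fasn, the fatty acid synthase, rose by 1.04 (SE 0.08) in rows 1 to 8, with another probe at -0.52 and the mean of its probes, 0.26, not past the test, and Cfd, adipsin, by 0.96 (SE 0.21) in rows 1 to 8. Apoe, an apolipoprotein, fell by 0.76 (SE 0.10), with another probe at 0.05, and Car3, a carbonic anhydrase, by 0.19 (SE 0.05; -0.10 at day 0). Of 6 adipocyte genes 3 were higher and 2 lower (adjusted p = 0.977). Bpgm, which makes bisphosphoglycerate, rose by 0.71 (SE 0.08) in rows 1 to 8. Of 5 erythroid genes 2 were higher and 2 lower, with a median of -0.12, a mean of 0.08 and camera's direction up (adjusted p = 0.992).

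Hsp90aa1, a chaperone in rows 1 to 8, rose by 0.68 (SE 0.11), with another probe at -0.52, and was at 0.068 as the mean of its probes and at 0.16 centred on print positions, neither past the test. Hsp90ab1, Hspe1 and Hspa9, chaperones of the cytosol and mitochondria, were at -0.71 (SE 0.10), -0.69 (SE 0.11) in rows 1 to 8 and -0.68 (SE 0.14), and at 0.31, 0.32 and 0.21 with the loess curve fitted on rows 9 to 19; another probe of Hspe1 was at 0.08 and of Hsp90ab1 at -0.31. Of 11 heat shock genes 1 was higher and 7 lower (median -0.40, adjusted p = 0.114). Xbp1, a factor of the unfolded protein response, fell by 0.76 (SE 0.06) in rows 1 to 8. Hspa5, the chaperone of the endoplasmic reticulum, rose by 0.58 (SE 0.15) and Ppp1r15a, a phosphatase subunit of that response, by 0.45 (SE 0.06) in rows 1 to 8. Of 10 genes of that stress 4 were higher and 5 lower (adjusted p = 0.592). B2m, a chain of MHC class I, fell by 0.80 (SE 0.19; -0.69 at day 0), but was at -0.32 and did not pass with the loess curve fitted on rows 9 to 19. Gbp2, a GTPase induced by interferon, fell by 0.66 (SE 0.05) in rows 1 to 8, and Mx2, an antiviral protein in rows 1 to 8, rose by 0.64 (SE 0.05). Of 7 interferon genes 2 were higher and 5 lower (adjusted p = 0.27).

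Scd2, a fatty acid desaturase, fell by 0.95 (SE 0.14), with other probes from -0.59 to 0.62, and was at -0.30, not past the test, with the loess curve fitted on rows 9 to 19. Fdft1, of sterol synthesis, fell by 0.49 (SE 0.08; -0.38 at day 0). Nsdhl, of the same pathway, was at -0.87 (SE 0.14), and at 0.02 with the loess curve fitted on rows 9 to 19. Of 11 genes of sterol and fatty acid synthesis 5 were higher and 4 lower, with a median of -0.09, a mean of -0.03 and camera's direction up (adjusted p = 0.992). Per1, a clock gene in rows 1 to 8, was at 0.87 (SE 0.08), and at -0.06 centred on print positions. Per2 fell by 0.37 (SE 0.06), Cry2 rose by 0.31 (SE 0.04), and Clock was at -0.14 (SE 0.05), and at 0.01 with the loess curve fitted on rows 9 to 19. Of these 4 clock genes 2 were higher and 2 lower, too few for camera. Myh3, the embryonic myosin, fell by 0.28 (SE 0.07), but was at -0.099 and did not pass centred on print positions. Met, a receptor of satellite cells, fell by 0.21 (SE 0.07), but did not pass with loess over the whole array (-0.18), with median centring (-0.20), centred on print positions (-0.091), with the loess curve fitted on rows 9 to 19 (-0.12) or without HQK day 4 replicate 2. Peg3 fell by 0.24 (-0.23 at day 0), while Igf2, a growth factor, rose by 0.28 (SE 0.06), with another probe at -0.01. Of 7 regeneration genes 1 was higher and 4 lower (adjusted p = 0.769).

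Rpl5, a ribosomal protein in rows 1 to 8, rose by 1.42 (SE 0.11), against -0.40 on another probe. Rpl36 was at -2.44 at day 7 in rows 1 to 8, with another probe at 0.04 over the 4 days, where its mean was at 0.60 with the loess curve fitted on rows 9 to 19 and at 0.13 with loess over the whole array. Rpl7a and Rps3a1 were at -1.65 (SE 0.16) and -1.54 (SE 0.17), with other probes at -0.04 and 0.35, and at 0.20 and 0.25 with the loess curve fitted on rows 9 to 19. Of 32 ribosomal protein genes 5 were higher and 18 lower (median -0.30, adjusted p = 0.114). In rows 9 to 19 alone 0 of 26 were higher by limma and 20 lower, and 0 and 21 at an unadjusted p under 0.05. The median was -0.60 (camera, adjusted p = 0.00199, and 0.612 with an estimated correlation). Over all probes of rows 9 to 19 ratios fell with brightness in WT RNA (rho -0.456, median 0.05 for dim and -0.35 for bright probes). Camera did not compare the list with equally bright probes, and its median ran from -0.60 to 0.20 over the alternatives. Among mitochondrial ribosomal proteins Mrpl14 fell by 0.25 (SE 0.06; -0.14, not past the test, with median centring), Mrps5 by 0.17 (SE 0.05; -0.078 with loess over the whole array and -0.019 centred on print positions, neither past the test), and Mrps33 was at -0.61 (SE 0.09), and at 0.26 with the loess curve fitted on rows 9 to 19. Of these 4 genes 3 were lower and 0 higher by limma (3 and 0 at an unadjusted p under 0.05), too few for camera. Slc23a2, a vitamin C transporter next to Prnp, fell by 0.51 (SE 0.07), but was at -0.14 and did not pass centred on print positions. Of 5 neighbours of Prnp 1 was higher and 1 lower, with a median of 0.04 and camera's direction down (adjusted p = 0.977). In Tg(HQK) each of the 27 fixed lists under test had an adjusted p of at least 0.515 with an estimated correlation. Prnp itself was at -0.73 ± 0.22 (SD, n = 2) in Tg(HQK) muscle before Dox, on a probe in rows 1 to 8, and at -0.08 (SE 0.13) across days 4 to 30 (0.39 with the loess curve fitted on rows 9 to 19). The change between them did not pass (0.65, adjusted p = 0.148), and another probe of Prnp was at 0.28.

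In KO muscle camera called 5 fixed lists, all lower: citric acid cycle and fatty acid oxidation (adjusted p = 9.32e-05, median -0.19), glycolysis and translation factors (adjusted p = 0.0199 for each), and lysosome and oxidative stress (adjusted p = 0.0444 for each). With an estimated correlation none was called (adjusted p = 0.496), and fry called the first of them (0.0429) and the erythroid list (0.0372). Limma called 0 of their genes over all probes, and 5, 1, 4, 3 and 1 lower when adjusted over the list alone, in the order given, with 8, 5, 5, 6 and 6 lower and 1 oxidative stress gene higher at an unadjusted p under 0.05. Exchanging KO and WT within pairs gave as many lists in 6 of 100 draws, with up to 7, so chance is not excluded. For the fixed lists in Tg(HQK), where 1 was called, it was 50 of 100 draws, with up to 7, and chance is not excluded either.

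Among genes with at least 2 clones in rows 9 to 19, 403 in number, every clone was lower by 0.5 or more for Mdh1 (-0.95), a malate dehydrogenase, Ube2b (-0.88), a ubiquitin-conjugating enzyme, and Ighm (-0.83), an immunoglobulin chain that was already at -0.90 at day 0. Every clone was higher for Cask (0.57), a scaffold kinase, Nxn (0.64), a redox protein whose brightest probe, in rows 1 to 8, was at 0.10 (adjusted p = 0.317), and Nipsnap1 (0.75), a mitochondrial protein. Random draws gave a median of 1 gene lower and 1 higher, and up to 7 lower and 4 higher, so chance is not excluded for these 6. Pairs of clones of one gene, both with a mean log2 intensity above 10, had r = 0.33 when both lay in rows 9 to 19 (188 pairs). Across the parts of the sub-grid r was 0.0045 (448 pairs). Less the median of equally bright probes of the same rows, r was 0.27 (permutation p = 0.0002) and 0.07 (permutation p = 0.122).

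A hypothesis is that clones in rows 1 to 8 hold other sequences than their accessions say. The intensities of clones of one gene were correlated at 0.1478 across the parts of the sub-grid, above the 0.0706 that random pairs reached, and at -0.0128 within rows 1 to 8. With the raised print positions alone, where 10 or more clones were higher, they were correlated at 0.1124, under the 0.1429 that random pairs reached, so the test leaves the hypothesis open. For the lower probes, 10 neighbours in a row were lower together, against a median of 3 and a highest of 10 in random placements, so it stays open whether spots next to each other share a ratio.

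Exchanging line and WT within pairs never gave a count as large as the real one in the other 99 of 100 draws for the Tg(HQK) time course (1057, highest other 1055) and the Tg(HQK) mean of days 4 to 30 (12134, highest other 9392). Chance can be excluded for the count of the mean. For the time course the exchange does not decide, since the F test does not see the sign of a day exchanged whole. Without HQK day 30 replicate 2 the time course count was 948, under the highest other. The KO time course count was 1 (highest other 0), which rests on a single probe and was 0 in a fit of one line alone and with the curve fitted on rows 9 to 19, so chance is left open for it. It is left open for the KO mean as well (11, highest other 8), which was 5 to 7 with any 1 of 6 pairs left out, and up to 40 with another left out. In the draw with 1055 probes 1 of the 4 Dox days had its pairs split, and each other day was kept or exchanged whole. At single days 4 splits are too few for a share under 0.05: the counts were 6538 at day 4 (3719 without HQK day 4 replicate 3), 8813 at day 7, 8514 at day 14 and 8279 at day 30, and no other split gave more than 114.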
